# Characterization of radioresistant epithelial stem cell heterogeneity in the damaged mouse intestine

**DOI:** 10.1038/s41598-020-64987-1

**Published:** 2020-05-22

**Authors:** Taku Sato, Miwako Sase, Shun Ishikawa, Mihoko Kajita, Jumpei Asano, Toshiro Sato, Yoshiyuki Mori, Toshiaki Ohteki

**Keywords:** Intestinal stem cells, Regeneration

## Abstract

The small intestine has a robust regenerative capacity, and various cell types serve as “cells-of-origin” in the epithelial regeneration process after injury. However, how much each population contributes to regeneration remains unclear. Using lineage tracing, we found that Lgr5-expressing cell derivatives contained radioresistant intestinal stem cells (ISCs) crucial for epithelial regeneration in the damaged intestine after irradiation. Single-cell qRT-PCR analysis showed that surviving Lgr5-expressing cell derivatives in the damaged intestine are remarkably heterogeneous, and that the expression levels of a YAP-target gene *Sca1* were inversely correlated with their “stemness”, suggesting that the YAP/Wnt signal balance in surviving crypt epithelial cells determines the cellular contribution to epithelial regeneration. Single-cell RNA sequencing of Sca1^–^Lgr5-derivatives revealed that expression of a tetraspanin family member CD81 correlated well with the expression of ISC- and proliferation-related genes. Consistent with these findings, organoid-forming ability was confined to the CD81^hi^Sca1^–^ fraction within the damaged crypt epithelial cells. Characterization of radioresistant epithelial stem cell heterogeneity in the damaged intestine may contribute to therapeutic strategies for gastrointestinal diseases.

## Introduction

Intestinal stem cells (ISCs) continuously produce epithelial cells to preserve the function of the intestinal epithelium both in the steady-state and after tissue injury^1^. Although total body irradiation (TBI) causes apoptosis in the proliferating crypt epithelial cells, including transit-amplifying (TA) cells and ISCs, surviving radio-resistant cells proliferate massively to replenish the lost ISC pool and ISC-derived epithelial cells. The “cell-of-origin” for this epithelial regeneration after injury has been investigated by genetic lineage tracing studies. The “+4” ISCs, located at the +4 position from the crypt bottom, are quiescent^2^ and express specific genes such as *Bmi1*^3^, *mTert*^4^, *Lrig1*^5^, and *Hopx*^6^. Genetic lineage tracing of these markers showed that the quiescent ISCs awaken upon crypt damage and start to proliferate to restore the ISC pool, at least in part. As an alternative mechanism, committed progenitors “dedifferentiate” into ISCs upon damage. Secretory progenitors, which express *Dll1*, encoding a Notch surface receptor ligand, give rise to Paneth cells, goblet cells, endocrine cells, and tuft cells in the steady state, but reacquire ISC potential after irradiation injury^7^. Furthermore, differentiated secretory epithelial cells, including enteroendocrine cells^8^ and Paneth cells^9,10^, also regain stem cell properties during intestinal damage. A population within the Lgr5-expressing ISCs was identified as quiescent label retaining cells (LRCs)^11^. In this context, a fraction of Lgr5^hi^ ISCs expressing Mex3a is a candidate for the radio-resistant quiescent ISCs including LRCs^12^. Consistently, the depletion of Lgr5^+^ cells *in vivo* causes defective epithelial regeneration after irradiation^13^. In another aspect, YAP signal activation in the intestinal epithelium is essential for damage induced regeneration after irradiation exposure^14,15^, parasite infection^16^, and chemically-induced colitis^17^.

Although a variety of cells are synchronously involved in the damage-induced epithelial regeneration, it remains unclear whether or not they overlap each other and to what degree each population contributes to the overall epithelial regeneration. Here, using a combination of genetic lineage tracing, single-cell gene expression profiling, and organoid-formation assays, we characterized the heterogeneity of epithelial stem cells in the irradiation-damaged intestine. Finally, in genetically unmodified mice, we confirmed that the CD81^hi^Sca1^−^ cell fraction in the damaged intestine is the important source for regeneration.

## Results

### Lgr5^hi^ cells contain the cellular origin for irradiation-induced epithelial regeneration

Within 48 h after exposure to 10 Gy TBI, the small intestinal crypts shrank, and the number of Ki67^+^ crypt epithelial cells was severely reduced as a result of transient mitotic arrest. The crypt shrinkage triggered the hyperproliferation of surviving radio-resistant cells, resulting in crypt enlargement at 1 week after TBI. By 2 weeks post-irradiation, the crypt architecture was recovered (Fig. 1A). Next, we examined the time-dependent changes in Lgr5^hi^ ISCs in the crypt after TBI using *Lgr5-eGFP-Ires-CreERT2* mice (hereafter *Lgr5*^*ki*^ mice). Most of the Lgr5^hi^ ISCs disappeared from the crypt within 48 h after irradiation, and then they gradually increased, and were completely restored by 2 weeks (Fig. 1A–C), implying that radio-resistant cells exist that have the potential to regenerate the Lgr5^hi^ ISC pool. To examine how much Lgr5^hi^ ISCs contribute to the recovery of the Lgr5^hi^ ISC pool, we crossed *Lgr5*^*ki*^ mice with a fluorescent reporter mouse line *Rosa26-lsl-tdTomato* (hereafter *Lgr5*^*ki*^: *R26R*^*tdTomato*^) and traced the fate of the Lgr5^hi^ ISCs after irradiation (Fig. 2A). In the *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice, the Lgr5^hi^ ISCs were exclusively labeled with tdTomato 24 h after a single injection of tamoxifen (Fig. 2B). Two weeks after irradiation, about 72.3 ± 10.6% of the recovered Lgr5^hi^ ISCs were positive for tdTomato, indicating that most of the regenerated Lgr5^hi^ ISCs originated from the previous Lgr5^hi^ ISCs (Fig. 2C,D). Consistent with this finding, another reporter line *Lgr5*^*ki*^: *Rosa26-lsl-LacZ* (hereafter *Lgr5*^*ki*^: *R26R*^*LacZ*^) mice, in which the Lgr5^hi^ cells express β-galactosidase after tamoxifen administration, showed that the Lgr5^hi^ ISCs had substantially supplied the villus epithelial cells observed 2 weeks after irradiation (Fig. 2E,F). Collectively, these results show that the Lgr5^hi^ ISCs include the cellular origin of the whole epithelium regeneration occurring upon TBI.

**Figure 1:**
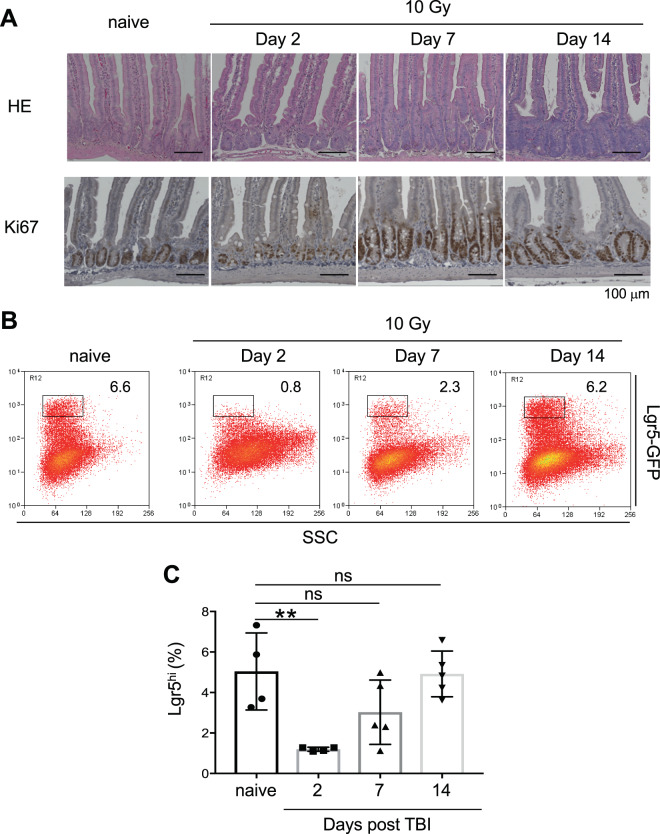
Lgr5-GFP^hi^ Cells Disappear from the Crypt after Irradiation Exposure. (**A**) Representative H&E- and Ki67-stained sections of WT mouse jejunum before and on the indicated days after 10 Gy irradiation (n = 3 for each time point). Scale bars, 100 µm. (**B**,**C**) Representative FACS profiles of Lgr5-GFP expression (**B**) and the frequency of Lgr5^hi^ ISCs (**C**) in crypt epithelial cells before and on the indicated days after 10 Gy irradiation in *Lgr5*^*ki*^ mice (n = 4-5 for each time point). Plotted cells in B were gated on live EpCAM^hi^ cells. Data are means with SD. **p < 0.01 in a One-way ANOVA followed by Dunnett’s test for multiple comparisons. ns, not significant.

**Figure 2:**
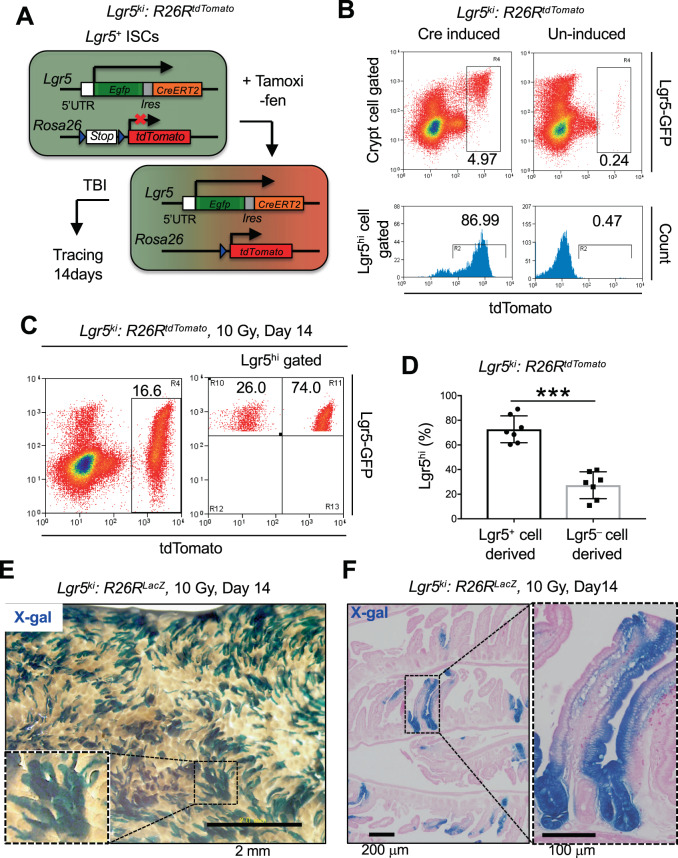
Lgr5-GFP^hi^ Cells Include the Cellular Source for Epithelial Regeneration. (**A**) Schematic of the lineage tracing of Lgr5^hi^ cells in *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice. (**B**) Representative FACS profiles of tdTomato expression in Lgr5^hi^ cells 24 h after tamoxifen injection (Cre induced, n = 4) or no injection (Un-induced, n = 2) in *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice. Plotted cells were gated on live EpCAM^hi^ cells (upper) or EpCAM^hi^ Lgr5^hi^ cells (lower). (**C**,**D**) Representative FACS profile of tdTomato expression in total crypt epithelial cells (**C**, left) and Lgr5^hi^ ISCs (**C**, right) 14 days after 10 Gy irradiation in *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice that had received a single injection of tamoxifen 24 h before irradiation. Plotted cells in **(C**) were gated on live EpCAM^hi^ cells. The average proportions with SD of tdTomato^+^ and tdTomato^–^ cells in the Lgr5^hi^ ISCs are shown in **D** (n = 7). ***p < 0.001 in a two-tailed Mann-Whitney test. (**E**,**F**) Representative macroscopic view and histologic analysis of X-gal-stained jejunum 14 days after 10 Gy irradiation in *Lgr5*^*ki*^: *R26R*^*LacZ*^ mice that had received a single injection of tamoxifen 24 h before irradiation (n = 3). Scale bars, 2 mm (**E**), 200 µm (**F**, left), 100 µm (F, right).

### Minor contribution of secretory progenitors to damage-induced epithelial regeneration

Secretory progenitors can dedifferentiate into ISCs to contribute to the recovery of the ISC pool upon irradiation damage^7,11^. Thus, we next examined how much secretory progenitors contribute to the regeneration of the Lgr5^hi^ ISC pool and epithelial cells using the same intestinal injury model. The transcription factor Atoh1 specifically drives secretory lineage cell differentiation^18^. Therefore, to trace the fate of secretory progenitors after intestinal injury, we crossed *Atoh1-CrePGR* (*Atoh1*^*ki*^) mice with *Lgr5*^*ki*^*: R26R*^*tdTomato*^ mice (hereafter *Atoh1*^*ki*^*: Lgr5*^*ki*^*: R26R*^*tdTomato*^) (Fig. 3A). In naive *Atoh1*^*ki*^*: Lgr5*^*ki*^*: R26R*^*tdTomato*^ mice, two dose injection of RU486 successfully labeled the crypt Atoh1^+^ cells with tdTomato within 24 h (Fig. 3B). Compared with Lgr5^hi^ ISCs, the Atoh1^+^ cells exclusively expressed secretory cell-related genes, such as *Atoh1*, *Spdef*, *Lyz1*, *Defa6*, and *Muc2*, but not ISC marker genes, such as *Olfm4*, *Lgr5* and *Fstl1* (Fig. S1). The tdTomato labeled Atoh1-expressing cells included CD24^hi^ Side scatter^hi^ (SSC^hi^) Paneth cells (labeled cell frequency; 1.77 ± 0.63% in crypt epithelial cells, n = 5) and CD24^int^ SSC^lo^ secretory progenitors^7,19^ (labeled cell frequency; 1.59 ± 0.56% in crypt epithelial cells, n = 5) at a comparable frequency (Fig. S2A,B). As expected, CD24^int^ secretory progenitors prominently expressed *Mki67*, a proliferation marker gene, compared with non-proliferating CD24^hi^ Paneth cells (Fig. S2C). We then traced the fate of Atoh1^+^ cells after irradiation injury using *Atoh1*^*ki*^*: Lgr5*^*ki*^*: R26R*^*tdTomato*^ or *Atoh1*^*ki*^*:R26R*^*LacZ*^ mice, and found that these cells only minimally contributed to the Lgr5^hi^ ISCs and total epithelium observed 2 weeks after irradiation (Fig. 3C–E). Supporting the selective induction of Cre–mediated recombination in secretory lineages, Paneth cells were detected by X-gal staining at this time (Fig. 3F). Similar results were obtained even after injections of RU486 for five consecutive days, which label Atoh1^+^ crypt epithelial cells more efficiently than two times injections in these reporter mice^19^ (Fig. S3). Thus, the contribution of Atoh1^+^ secretory lineage cells to the recovery of ISCs and epithelial cells is much lower than that of the Lgr5^hi^ ISCs.

**Figure 3:**
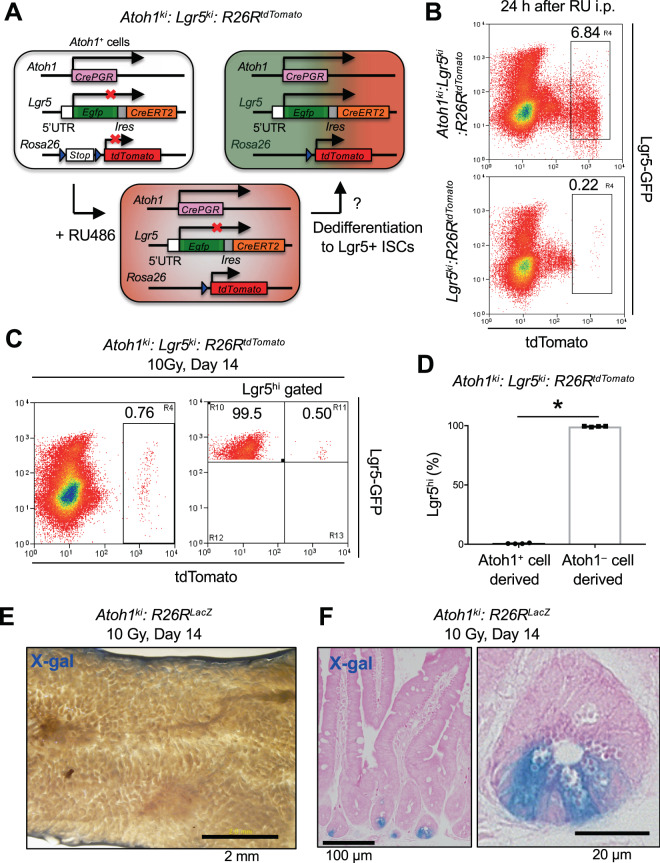
Contribution of Secretory Progenitors to Epithelial Regeneration after Irradiation Damage. (**A**) Schematic of the lineage tracing of Atoh1^+^ secretory cells in *Atoh1*^*ki*^: *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice. (**B**) Representative FACS profile of tdTomato expression in Atoh1^+^ cells 24 h after two injections of RU486 in either *Atoh1*^*ki*^: *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice (n = 4) or *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice (n = 2). Plotted cells were gated on live EpCAM^hi^ cells. (**C**,**D**) Representative FACS profile of tdTomato expression in total crypt epithelial cells (**C**, left) and in Lgr5^hi^ ISCs (**C** right) 14 days after 10 Gy irradiation in *Atoh1*^*ki*^: *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice that had received two injections of RU486 24 h and 16 h before irradiation. Plotted cells in C were gated on live EpCAM^hi^ cells. The average proportions with SD of tdTomato^+^ and tdTomato^–^ cells in Lgr5^hi^ ISCs are shown in (**D**) (n = 4). *p < 0.01 in a two-tailed Mann-Whitney test. (**E**,**F**) Representative macroscopic view and histologic analysis of X-gal-stained jejunum 14 days after 10 Gy irradiation in *Atoh1*^*ki*^: *R26R*^*LacZ*^ mice that had received two injections of RU486 24 h and 16 h before irradiation (n = 3). Note that Paneth cells were clearly identified by X-gal staining, providing evidence of the efficient induction of Cre–mediated recombination in secretory lineages in these mice. Scale bars, 2 mm (**E**), 100 µm (**F**, left), 20 µm (**F**, right).

### Heterogeneity of surviving Lgr5-Derivatives after irradiation damage

To narrow down the cellular origin of epithelial regeneration, we focused on tdTomato^+^ cells in the damaged intestinal crypt of *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice at 48 h after irradiation (Lgr5-derivatives hereafter), the time of peak tissue damage and mitotic arrest. At this time, “phenotypic” Lgr5^hi^ ISCs had disappeared, while the Lgr5-derivatives (tdTomato^+^ cells) were still detected (Fig. 4A), suggesting that the Lgr5 expression had become silent. We then examined the gene expression profile of these surviving Lgr5-derivatives at the single-cell level using single-cell qRT-PCR (scqRT-PCR). We primarily focused on the expression of “ISC/proliferation marker” genes, because the cells poised to start regeneration will up-regulate or continue expressing these genes even in the damaged intestine. We also measured the expression of YAP target genes and some secretory lineage-associated genes, because intestinal damage activates YAP signaling to protect Lgr5^+^ ISCs from cell death^14^ and initiates dedifferentiation of secretory progenitors into ISCs^7^. Hierarchical clustering and tSNE analysis identified four clusters within the Lgr5-derivatives (Fig. 4B,C). The expression of all of these gene categories was lower in the Cluster A cells (Fig. S4). In contrast, the cells in Clusters B and D exhibited the highest expression of representative ISC marker genes such as *Aqp4, Smoc2*, and *Olfm4* and proliferation marker genes such as *Pcna, Ccnd1*, and *Ccnb1* (Fig. S4A,B). Based on these results, we concluded that Clusters B and D are most likely to contain the cell of origin for crypt epithelial regeneration. A fraction in Cluster B expressed some secretory cell marker genes such as *Dll4* or *Dll1* (Fig. S4C). On the other hand, the cells in Clusters C and D prominently expressed YAP target genes such as *Ly6a, S100a6, Tubb6, Anxa8*, *Crip2*, and *Clu* (Fig. S4D). YAP signal activation represses Wnt targets and ISC signatures in the intestinal epithelial cells^14^. In line with this, the expression levels of YAP target genes were inversely correlated well with those of Wnt target genes and ISC marker genes in each cluster (Fig. S4A,D). Therefore, diversity in the activation balance of YAP and Wnt signaling occurs among each Lgr5-derivatives after radiation injury.

**Figure 4:**
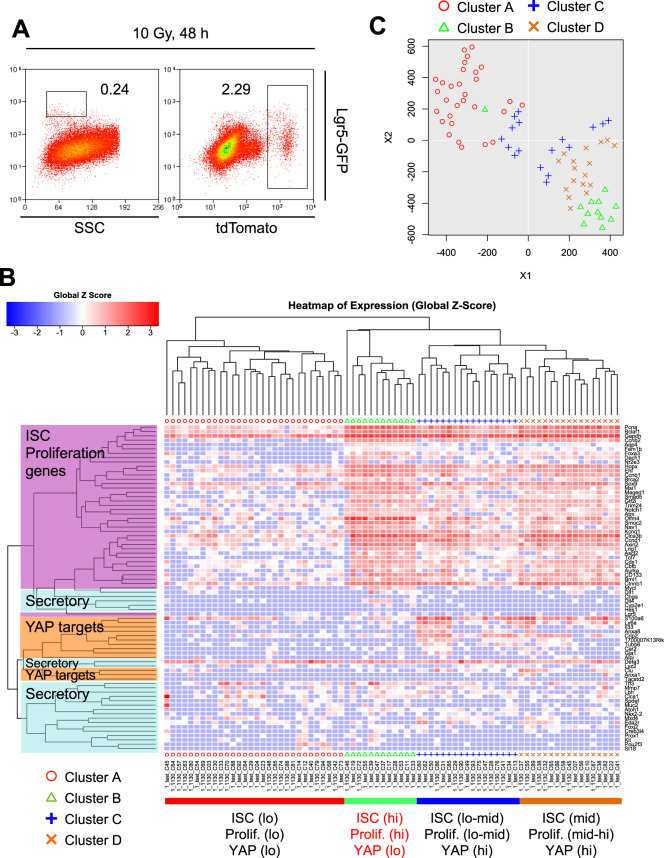
Surviving Lgr5-Derivatives after Irradiation Damage are Heterogeneous. *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice were exposed to 10 Gy irradiation 24 h after tamoxifen injection. Forty-eight h later, crypt epithelial cells were harvested, and scqRT-PCR analysis was performed. (**A**) Representative FACS profile of *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice 48 h after irradiation. Plotted cells were gated on live cells. (**B**) Heat map showing the hierarchical clustering of 76 single tdTomato^+^ cells 48 h after irradiation based on genes related to “ISC/Proliferation marker genes,” “YAP target genes,” and “Secretory cell related genes.” (**C**) tSNE plot of all samples.

### High epithelial regeneration potential in Sca1^–^Lgr5-Derivatives

*Ly6a*, which encodes Sca1, is a YAP target gene^14^ and cell surface expression of Sca1 is induced after epithelial damage in the small intestine^15,16^ and colon^17^. Among the Lgr5-derivatives, *Ly6a* was predominantly expressed in Clusters C and D but not in Clusters A and B (Figs. 4B and S4D). In this context, the Sca1 expression was negligible in the crypt epithelial cells in the steady state, whereas it was greatly up-regulated 48 h after irradiation (Fig. 5A,B), the time of peak intestinal damage. Since Sca1 is a cell-surface molecule, we separately isolated the Sca1^hi^ and Sca1^–^ Lgr5-derivatives at this time point and evaluated their ISC potential using organoid culture (Fig. 5C–F). Immediately after irradiation exposure, the production of EGF family proteins is markedly upregulated in the intestinal epithelial cells and surrounding stromal cells to promote epithelial regeneration^14^. To mimic the *in vivo* situation, we added epiregulin to the organoid culture of irradiated crypt epithelial cells. Notably, the organoid-formation efficiency of the Sca1^–^ fraction was substantially higher than that of the Sca1^hi^ population at 48 h after irradiation (Fig. 5D,E) and it became more remarkable at 3 days after irradiation (Fig. S5) In this context, Lgr5^hi^ ISCs were newly produced from the Sca1^–^Lgr5-derivatives in the organoids (Fig. 5F). These results indicated that the Sca1^–^Lgr5-derivatives containing Cluster B in the damaged intestine were enriched in the “cell-of-origin” for epithelial regeneration and that the contribution of Sca1-expressing Lgr5-derivatives in Cluster D to regeneration is low.

**Figure 5:**
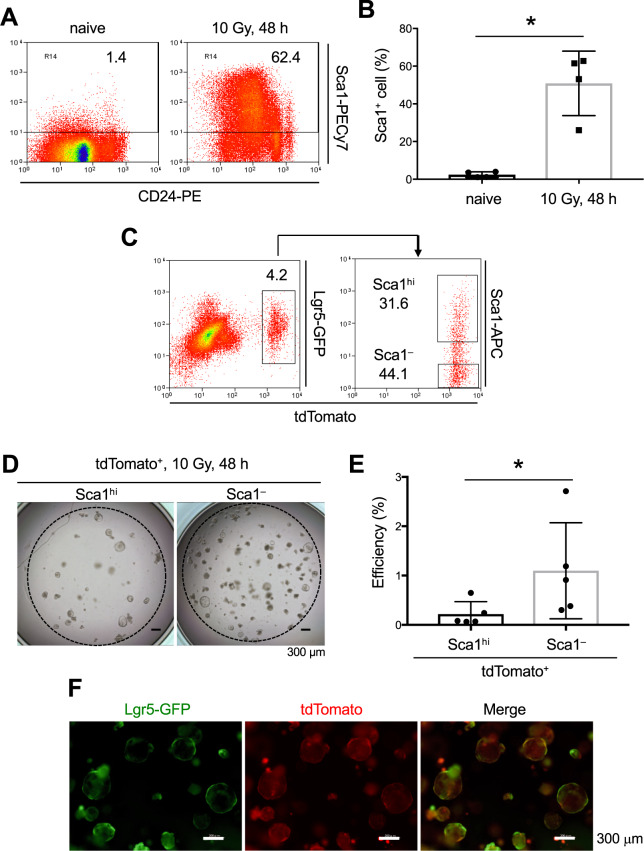
Sca1 Expression is Inversely Correlated with the Potential for Epithelial Regeneration in Lgr5-Derivatives. (**A**,**B**) Representative FACS profiles of the Sca1 and CD24 expressions of crypt epithelial cells (**A**) and the percentage of total crypt epithelial cells that were Sca1^+^ cells (**B**) (n = 4) before and 48 h after 10 Gy irradiation in WT mice. Plotted cells in A were gated on live EpCAM^hi^ cells. Data are means with SD of 4 mice. *p < 0.05 in a two-tailed Mann-Whitney test. (**C**) Representative FACS profiles of Sca1 expression of tdTomato^+^ Lgr5-derivatives in *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice 48 h after irradiation. Plotted cells were gated on live EpCAM^hi^ cells. (**D–F**) Representative images (**D**) and the efficiency (**E**) (n = 5) of organoids generated from Sca1^−^ or Sca1^hi^ Lgr5-derivatives. Lgr5^hi^ ISCs were regenerated from Sca1^–^ Lgr5-derivatives (**F**). Data are means with SD of 5 mice. *p < 0.05 in a two-tailed Mann-Whitney test. Scale bars, 300 µm.

### Sca1^–^Lgr5-Derivatives are divided into two subpopulations

Since the organoid-formation capacity was concentrated in the Sca1^–^ cell fraction within the Lgr5-derivatives in the damaged intestine, we further analyzed the heterogeneity of these cells by single-cell RNA sequencing. 

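Values of 39 single cells were analysed. The cells were tdTomato-positive, Sca1-negative cells of Lgr5ki:R26RtdTomato mice, a line in which tamoxifen permanently labels Lgr5-expressing cells and their progeny with a red fluorescent protein. The mice received 10 Gy of radiation 24 h after tamoxifen, and the cells were sorted 48 h later. No animal is named for any cell. The 39 cells were therefore treated as 1 biological sample, every SD is a spread over cells and not over mice, and no p-value was computed from cells. Each cell was captured on a microfluidic chip, its RNA was reverse transcribed and preamplified with the SMARTer kit, and Nextera XT libraries were sequenced as paired-end reads. The methods name no molecular identifiers, so intervals around shares cover counting error only. The authors deposited an FPKM value (fragments per kilobase of transcript, scaled to the total of the cell) and an estimated count for each of 25219 genes in each cell. Of the counts above 0, 18.5% were not whole numbers. In each cell, count, FPKM and transcript length gave a single total behind the FPKM, the same for all genes within 0.000346%. The paper's text names no aligner, annotation release or genome build. Gene positions are given as deposited; 13900 of 22775 gene starts (61.0%) equalled those of GRCm38 RefSeq genes.
From there, cells were grouped by the labels printed under the heat map of Fig. 6A, which were read from the figure. This gave 22 cells in Cluster 1 and 15 in Cluster 2, and 2 cells, numbered 9 and 79, were not found in it. The colours of each column were later compared with the values of all 39 cells over 84 or 85 genes. In 37 of 37 columns the correlation was highest with the cell read from the label, at 0.960 or more, and it was at most 0.796 with any other cell. Expression was compared as mean log2(FPKM + 1) in Cluster 1 minus Cluster 2, which understates the difference of weakly expressed genes. A gene was counted as detected in a cell at 1 FPKM or more, and shares of cells were given with exact Clopper-Pearson 95% intervals. For gene lists, the median difference over the list was set against 10000 random lists of the same size and of matched mean expression, drawn from the 9676 genes with a mean of at least 1 FPKM over the 37 cells. This describes these libraries and is not a test across animals.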

We applied Sca1^–^Lgr5-derivatives to the Fluidigm C1 system to generate cDNA at the single-cell level, and then obtained high-quality gene-expression profiles. 

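The estimated counts on genes ranged from 2533503 to 3903971 per cell in the 22 cells of Cluster 1, with a median of 3393504. In the 15 cells of Cluster 2 they ranged from 661255 to 3541438, with a median of 2753636. The number of genes at 1 FPKM or more was 3287 to 5708 in Cluster 1 (median 4663.5) and 2988 to 5779 in Cluster 2 (median 4138). The difference between the medians, 525.5 genes, was smaller than the spread over cells within the clusters (pooled SD 686). It was not removed by depth: with each cell thinned to 600000 reads, a median of 5193.5 genes had a read in Cluster 1 and 4569 in Cluster 2. The cells not found in Fig. 6A had fewer genes than every cell of the figure. Cell 9 had 398418 counts and 2287 genes, and 33.4% of its total lay on genes. Cell 79 had 1466913 counts and 2335 genes, and 63.5% of its total lay on genes. Among the cells of the figure this share was 70.6% or more.

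**Figure D1:**
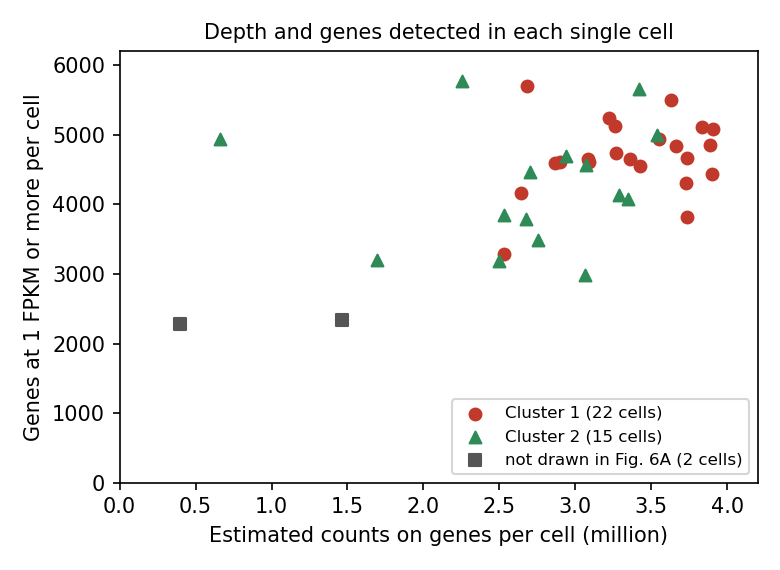
Genes at 1 FPKM or more (vertical axis) against estimated counts on genes (horizontal axis); each point is 1 cell, marked by its cluster in Fig. 6A. The 2 cells not drawn in Fig. 6A lie lowest, at 2287 and 2335 genes, and the clusters overlap in both measures.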

Hierarchical clustering analysis based on the expression of ISC signature genes (Supplementary Table S1) revealed that these cells were grouped into two well-defined clusters, Cluster 1 and Cluster 2 (Fig. 6A,B). 

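All 98 genes of the ISC signature in Supplementary Table S1 were found by name in the deposited values. Hierarchical clustering of the 37 cells on log2(FPKM + 1) of these genes, with complete linkage on Euclidean distances and a split into 2 groups, put 22 cells in one group and 15 in the other. All 37 cells fell as labelled in Fig. 6A, and the same held with Ward linkage. The split depended on the scale and on the genes. With a pseudocount of 0.1 FPKM, 20 of 37 cells fell as in the figure, and with average linkage on 1 minus the Pearson correlation 24 did. Both settings split off only 2 cells from the other 35. The count takes the better of the 2 ways of naming the groups, and a single group of all cells would give 22. With the 500 most variable genes outside the signature, 27 of 37 cells fell as in the figure, in groups of 30 and 7.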

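Lgr5 (Entrez Gene 14160; chromosome 10, 115450314 to 115587780) was at 1 FPKM or more in 4 of 22 cells of Cluster 1 (18.2%, 95% interval 5.19 to 40.3) and in 2 of 15 cells of Cluster 2 (13.3%, 1.66 to 40.5). Its median was 0.121 FPKM in Cluster 1 and 0.229 FPKM in Cluster 2. The means, 4.40 and 1.72 FPKM, rested on cell 93 of Cluster 1 at 82.0 FPKM and cell 92 of Cluster 2 at 20.7 FPKM. The share of cells moved most with the detection limit: at any value above 0, it was 81.8% in Cluster 1 and 73.3% in Cluster 2. No unirradiated cells were analysed here, so a fall of Lgr5 was not measured.
Olfm4 (Entrez Gene 380924; chromosome 14, 80000302 to 80021930) had 1542 ± 944 FPKM (mean ± SD over cells) in Cluster 1 and 329.7 ± 683 FPKM in Cluster 2. Its difference in mean log2(FPKM + 1) was 5.75, larger than the SD over cells of 1.03 in Cluster 1 and 4.00 in Cluster 2. Mean FPKM in Cluster 1 and Cluster 2 was 106 and 29.6 for Scn2b, 47.8 and 0.975 for Aqp4, 206 and 70.7 for Cdca7, 72.9 and 37.7 for Smoc2, 812 and 357 for Ifitm3, 30.5 and 9.92 for Ascl2, and 9.47 and 5.44 for Axin2. The means of Cluster 2 rested on few cells: its highest cell held between 43.2% and 88.7% of the summed FPKM of the cluster for Olfm4 and each of these genes, except for Ifitm3 (24.4%). The median FPKM in Cluster 1 and Cluster 2 was 1185 and 12.5 for Olfm4, 89.6 and 0.593 for Scn2b, 49.3 and 0 for Aqp4, 199 and 21.2 for Cdca7, 44.0 and 0.191 for Smoc2, 752 and 116 for Ifitm3, 21.6 and 0 for Ascl2, and 4.75 and 0.346 for Axin2. The share of cells with the gene differed most for Aqp4, with 19 of 22 cells (86.4%, 65.1 to 97.1) against 1 of 15 (6.67%, 0.169 to 31.9). Smoc2 was detected in 21 and 5 cells, Scn2b in 22 and 6, Axin2 in 18 and 4 and Ascl2 in 16 and 4. Olfm4 was detected in 22 and 10 cells, and Cdca7 and Ifitm3 each in 22 and 13. The difference in mean log2(FPKM + 1) was 1.25 for Axin2, within the SD over cells of both clusters (1.56 and 1.85), and 2.35 for Ascl2, against SDs of 2.42 and 2.21. Of the 20 genes drawn in Fig. 6C, 19 had a higher mean log2(FPKM + 1) in Cluster 1. These genes belong to the list on which the cells were grouped, so part of each difference is fixed by the grouping.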

Although *Lgr5* expression was down-regulated in both Cluster 1 and Cluster 2 at this time point, other ISC-specific genes, such as *Olfm4, Scn2b, Aqp4, Cdca7, Smoc2, Ifitm3, Ascl2*, and *Axin2*, were predominantly expressed in Cluster 1 compared with Cluster 2 (Fig. 6C), indicating that the ISC potential was concentrated in Cluster 1 and further implying that Cluster 1 largely overlaps with Cluster B (Fig. 4). 

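Of the ISC signature, 73 genes had a mean of at least 1 FPKM, and 57 of them were higher in Cluster 1 and 16 in Cluster 2. The median difference in mean log2(FPKM + 1) was 0.47, above all 10000 random lists, whose central 95% ran from -0.08 to 0.29. The median over all genes used was 0.20. The enrichment score of the running sum was 0.482, and the central 95% of random lists ran from -0.289 to 0.324. For all enrichment scores, genes were ranked by the signal-to-noise ratio of FPKM without a log, at weight 1. The median difference moved most with a filter at a mean of 10 FPKM, where 23 genes were left and it was 1.54. The signature had been the input of the clustering, so it was also split at random into 2 equal parts, the cells were grouped on one part and the other part was compared. Of 100 such splits, 6 set a single cell apart and were left out. In 61 of the other 94 the part that had not been used lay above the central 95% of random lists. From the higher levels of ISC-specific genes, the paper concludes that the ISC potential was concentrated in Cluster 1.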

Consistent with these findings, Gene set enrichment analysis (GSEA)^20^ demonstrated that the ISC gene signature was highly represented in Cluster 1 compared with Cluster 2 (Fig. 6D).

**Figure 6:**
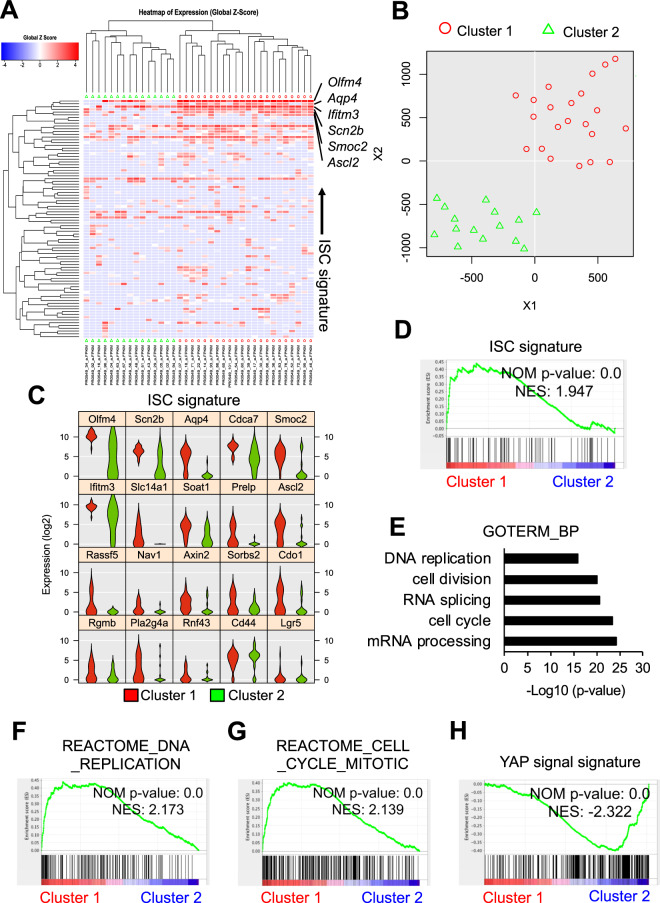
Single-Cell Gene Expression Analysis of Radioresistant Sca1^–^Lgr5-Derivatives. *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice were irradiated 24 h after tamoxifen injection. Sca1^–^ Lgr5-derivaetives (tdTomato^+^) were isolated 48 h after irradiation, and then single-cell RNA-sequencing was performed. (**A–C**) Hierarchical clustering (**A**), tSNE plot (**B**), and Violin plots for representative ISC signature genes (**C**) between Clusters 1 and 2 cells. (**D**) GSEA of the ISC signature (Supplementary Table S1) in Cluster 1 vs 2 cells. (**E**) GO biological processes enriched in the genes that were> 2-fold-upregulated in Cluster 1 versus Cluster 2 cells. (**F–H**) GSEA of the REACTOME DNA replication signature (**F**), REACTOME cell cycle and mitosis (**G**), and YAP signal signature (**H**, Supplementary Table S1) in Cluster 1 vs Cluster 2 cells.

### Characterization of Sca1^–^Lgr5-Derivatives expressing the ISC/proliferation signature

Cells poised to start regeneration up-regulate proliferation-related genes even in the damaged intestine. To further characterize the Cluster 1 cells, we performed Gene Ontology (GO) analysis using the transcriptional profiles that were more highly represented in Cluster 1 compared with Cluster 2. Notably, all of the top-ranked biological processes by this criterion were related to cell proliferation, including “mRNA processing,” “cell cycle,” and “DNA replication,” indicating that Cluster 1 cells are ready to divide (Fig. 6E). 

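The deposited gene annotation lists Gene Ontology terms, and 112 biological process terms with 50 to 1000 genes in use were ranked by their median difference in mean log2(FPKM + 1). This ranks all genes of a term and is not the test of Fig. 6E, which used genes above a fold threshold. DNA replication ranked 1st, with a median difference of 0.64 over 109 genes, of which 87 were higher in Cluster 1. Its central 95% of random lists ran from 0.09 to 0.44. RNA processing ranked 2nd (0.64), RNA splicing 3rd (0.60) and mRNA processing 6th (0.53 over 268 genes, random lists 0.23 to 0.45). Cell division was in place 11 (0.44) and cell cycle in place 18 (0.35 over 479 genes, random lists 0.16 to 0.32). Translation, in place 26 at 0.31, lay inside its random range of 0.25 to 0.49. The lowest term was exocytosis (-0.24).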

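The Reactome lists of DNA replication, the mitotic cell cycle and mRNA splicing were taken from another release than the one the methods name, and matched 99, 402 and 122 genes. The median difference in mean log2(FPKM + 1) was 0.64 for DNA replication (98 genes in use), and 41 of 10000 random lists lay above it. The enrichment score was 0.342, at percentile 96.4 of the random lists and inside their central 95% (-0.233 to 0.351). The score ranks genes on FPKM without a log, while the median difference of 0.64 uses log2(FPKM + 1). With the log2 ratio of the clusters' mean FPKM, which also averages FPKM without a log, the median difference was 0.19. It too lay inside its random range (-0.10 to 0.22, percentile 94.4). For the mitotic cell cycle the median difference was 0.56 over 373 genes, of which 283 were higher in Cluster 1, and no random list lay above it. The enrichment score was 0.365, outside the random range of -0.157 to 0.254. For mRNA splicing, the median difference was 0.75 over 111 genes, with an enrichment score of 0.505. All 99 genes of the DNA replication list are also in the mitotic list, so the lists are not separate evidence. The MYC list was not analysed here.

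**Figure D2:**
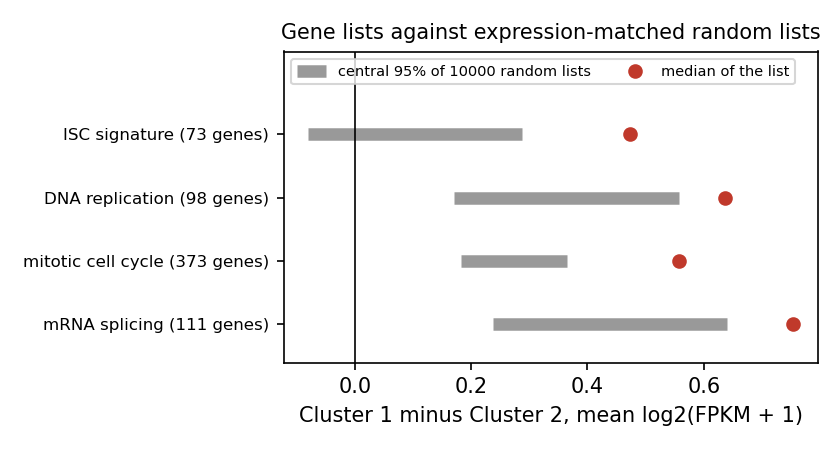
Median difference in mean log2(FPKM + 1), Cluster 1 minus Cluster 2 (horizontal axis), of each gene list (point) and the central 95% of 10000 random lists of matched expression (bar). The points at 0.47, 0.64, 0.56 and 0.75 lie to the right of their bars.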

In line with these findings, GSEA revealed that gene signatures of “DNA replication,” “cell cycle mitotic,” and “MYC active pathway” were significantly enriched in Cluster 1 (Figs. 6F,G and S6A). Based on these results, we predicted that Cluster 1 enriches “cell-of-origin” for the regeneration of ISC pools and epithelial cells after irradiation injury. In this context, the Mex3a-expressing cells contain radioresistant quiescent ISCs^12^. However, the expression of *Mex3a* mRNA was not detected in the Sca1^–^Lgr5-derivatives (Fig. S7) suggesting that Cluster 1 and the Mex3a-expressing fraction are different populations. Furthermore, YAP-target genes (YAP signature) were underrepresented in Cluster 1 compared with Cluster 2 in scRNA-seq data (Figs. 6H and S8). In this context, *Clu*-expressing revival stem cells (revSCs) transiently expand in a YAP dependent manner after radiation damage and regenerate Lgr5^+^ ISCs and a functional epithelium^15^. However, both Cluster 1 and 2 cells expressed low Yap target genes including *Clu* (Fig. S8) and high stem cell/proliferation marker genes, suggesting that they are different from revSCs.

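Mex3a (Entrez Gene 72640; chromosome 3, 88532395 to 88541394) was at 1 FPKM or more in 2 of 22 cells of Cluster 1 (9.09%, 95% interval 1.12 to 29.2) and in 3 of 15 cells of Cluster 2 (20%, 4.33 to 48.1). The highest value was 10.4 FPKM, from 176 estimated counts in cell 94 of Cluster 2, followed by 5.77 FPKM in cell 96 of Cluster 2 and 3.85 FPKM in cell 22 of Cluster 1. The median was 0 FPKM in both clusters. At 5 FPKM or more, Mex3a was detected in 0 of 22 cells of Cluster 1 and in 2 of 15 cells of Cluster 2. At any value above 0 the order was the opposite, with 6 of 22 cells (27.3%) and 3 of 15 cells (20%), as it was after thinning (5 of 22 cells, 22.7%, and 20%). The shares of the clusters could not be told apart at this number of cells.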

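The YAP signature of Supplementary Table S1 was read with 416 names, of which 408 were found among the deposited genes. Of these, 175 had a mean of at least 1 FPKM, and 112 were higher in Cluster 2 and 63 in Cluster 1. The median difference in mean log2(FPKM + 1) was -0.30, below all 10000 random lists (central 95% from -0.02 to 0.22). The enrichment score was -0.445, outside the random range of -0.234 to 0.269. Under the alternatives the median difference ranged from -0.80 to -0.15. Without the cells at 1 FPKM or more of Ly6a or Clu, which left out 2 cells of Cluster 1 and 8 of Cluster 2, it was -0.059 against random lists with a median of 0.27, and before against a median of 0.10. It stayed below the random range of 0.13 to 0.36. Both genes belong to the YAP list. The most abundant genes of the list did not all follow its median: S100a6 had a mean of 7.98 FPKM in Cluster 1 and 381 FPKM in Cluster 2, while Id2 had 441 and 132 FPKM.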

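Of the 60 YAP target genes drawn in Fig. S8, 50 had a higher mean log2(FPKM + 1) in Cluster 2. The median over these genes of the mean level was 1.69 FPKM in Cluster 1 and 9.47 FPKM in Cluster 2. A mean of at least 100 FPKM was reached by 3 of them in Cluster 1 and 5 in Cluster 2. Clu (Entrez Gene 12759; chromosome 14, 65968483 to 65981545) was at 1 FPKM or more in 2 of 22 cells of Cluster 1 (9.09%, 95% interval 1.12 to 29.2) and 4 of 15 cells of Cluster 2 (26.7%, 7.79 to 55.1). Its median was 0 FPKM in Cluster 1 and 0.145 FPKM in Cluster 2. The mean of 99.4 FPKM in Cluster 2 rested on cell 92, at 1124 FPKM, and cell 67, at 304 FPKM. In Cluster 1 the highest value was 126 FPKM, in cell 66. The difference of the clusters in mean log2(FPKM + 1), -1.37, was smaller than the SD over cells (1.60 in Cluster 1 and 3.38 in Cluster 2).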

To evaluate the proliferation status of Cluster 1, we generated a list of cell cycle-promoting genes in the steady-state Lgr5^hi^ ISCs by identifying genes that were expressed more than 2-fold higher in Lgr5^hi^ ISCs than in Paneth cells, a type of non-proliferating crypt epithelial cells, from two different data sources (GSE25109, GSE39915). By comparing these cell cycle-promoting genes with the genes prominently expressed in Cluster 1 versus 2, we found 986 genes that were uniquely expressed in Cluster 1 (Fig. S6B). Notably, GO analysis of these unique genes revealed that biological processes related to cell proliferation were ranked in the top 5 (Fig. S6C). These results indicated that, upon tissue injury, the expression profile of cell cycle-related genes in surviving Lgr5^+^ ISCs dynamically switched to regeneration mode that rapidly replenish the lost ISC pool after irradiation injury, while it is not mediated by YAP signal activation.

### Preservation of the ISC potential in CD81^hi^ Sca1^–^ cells of the damaged intestine in WT mice

To validate the stem cell potential of Cluster 1 by organoid formation assay, we first searched for cell-surface molecules to isolate the fraction containing Cluster 1 from the damaged intestine of genetically unmodified WT mice. 

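Cd164 (Entrez Gene 53599; chromosome 10, 41519500 to 41531042) had a mean log2(FPKM + 1) of 5.98 ± 1.45 (SD over 22 cells) in Cluster 1 and 3.55 ± 3.18 (SD over 15 cells) in Cluster 2, a difference of 2.42. It was detected in all 22 cells of Cluster 1 and in 10 of 15 cells of Cluster 2 (66.7%, 95% interval 38.4 to 88.2). On the scale of mean FPKM the clusters lay closer together, with a log2 ratio of 0.33. Cd320 (Entrez Gene 54219; chromosome 17, 33843091 to 33849774) had 2.28 ± 2.49 and 0.39 ± 0.98, a difference of 1.89, and was detected in 12 of 22 cells (54.5%, 32.2 to 75.6) against 2 of 15 cells (13.3%, 1.66 to 40.5). Cd81 (Entrez Gene 12520; chromosome 7, 143052750 to 143067930) was detected in every cell of both clusters. It had 8.64 ± 0.92 in Cluster 1 and 7.57 ± 2.02 in Cluster 2, a difference of 1.07, which rested in part on cells 43 and 63 of Cluster 2 and was 0.39 without them. The pooled SD over cells was 2.31 for Cd164, 2.02 for Cd320 and 1.46 for Cd81. The difference exceeded it for Cd164 and lay within it for Cd320 and Cd81. Of the 28 genes drawn in Fig. 7A, 12 had a higher mean log2(FPKM + 1) in Cluster 1, and 10 had a higher mean FPKM. By the size of the difference in mean log2(FPKM + 1), Cd164 was in place 1, Cd320 in place 2 and Cd81 in place 6.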

We found that the expression of some surface molecules, such as *Cd164*, *Cd320*, and *Cd81* was significantly higher in Cluster 1 than Cluster 2 (*Cd164: p* = *0.0029*, *Cd320: p* = *0.0068*, *Cd81: p* = *0.0358*, One-way ANOVA*)*. In contrast, the expression level of *Cd44* and *Prom1* (also known as *Cd133*), both of which are well known ISC markers, could not distinguish between Cluster 1 and Cluster 2 (*Cd44: p* = *0.5563*, *Prom1: p* = *0.9832*, One-way ANOVA) (Fig. 7A). Among these molecules, we selected *Cd81*, which encodes CD81, a member of the tetraspanin family^21^, as a primary candidate because it had the highest expression level, a requirement for isolation by cell-sorting (Fig. 7A). 

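Cd44 (Entrez Gene 12505) had a mean of 63.5 ± 60.6 FPKM (SD over cells) in Cluster 1 and 116 ± 164 FPKM in Cluster 2, and was detected in 21 of 22 and 14 of 15 cells. Its difference in mean log2(FPKM + 1) was -0.52, against a pooled SD over cells of 2.11. When all 39 cells were clustered anew on the ISC signature, which added cells 9 and 79 to Cluster 2, the sign changed to 0.13. Prom1 (Entrez Gene 19126) had 24.9 ± 41.2 FPKM in Cluster 1 and 59.5 ± 145 FPKM in Cluster 2, with medians of 3.94 and 0.921 FPKM. The mean of Cluster 2 rested on cell 96, at 549.6 FPKM, and was 24.5 FPKM over its other cells. The difference on the log2 scale was -0.01, against a pooled SD of 2.75. The sign of this difference changed under 3 of 5 alternatives. Prom1 was detected in 15 of 22 cells (68.2%, 95% interval 45.1 to 86.1) and 7 of 15 cells (46.7%, 21.3 to 73.4).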

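Over the 37 cells, Cd81 had the highest mean of the 28 genes drawn in Fig. 7A, at 406 FPKM. It was followed by Cd63 (272 FPKM), Cd24a (244 FPKM, with 3151 FPKM in cell 96) and Epcam (227 FPKM). In Cluster 1 it was in place 1, with 463 ± 241 FPKM (SD over cells). In Cluster 2 it was in place 2, with 323 ± 244 FPKM, and Cd63 in place 1, with 328 FPKM. Cd164 had a mean of 82.5 FPKM over the 37 cells and Cd320 one of 10.6 FPKM, in places 8 and 22.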

Although the expression of tetraspanin family molecules on ISCs has not been reported, they are uniquely expressed on other tissue stem cells both in mice and in humans^22–24^. In this context, we found that all Lgr5^hi^ ISCs highly expressed CD81, while its expression was significantly lower in most Lgr5^lo^ progenitors in the steady state (Fig. S9A,B). Consistent with these observations, immunohistochemical analysis showed that CD81 was predominantly detected in the crypt bottom epithelial cells including Lgr5^+^ ISCs, but not in villi (Fig. S9C). Some immune cells in the lamina propria of the villi also expressed CD81 (Fig. S9C), as previously reported^25–28^. Thus, we next performed co-immunostaining of CD81 and Sca1 in intestinal tissue sections of 10 Gy irradiated mice in addition to naïve mice. Similar to FCM analysis (Figs. 8A,B and S9A,B), CD81 was distinctly expressed on the crypt epithelial cells both in naïve and in irradiation exposed WT mice, whereas Sca1 expression was detected only after irradiation exposure. Of note, CD81^hi^Sca1^–^ cells are preferentially localized at the crypt bottom of the damaged intestine (Fig. S10). To be precise based on the violin plot of CD81 in Fig. 7A, CD81^hi^ cells likely contain most Cluster 1 cells and a portion of Cluster 2 cells expressing CD81 at highly levels. On the other hand, most of the CD81^lo^Sca1^–^Lgr5-derivatives are Cluster 2. Thus, CD81 is a useful marker to enrich Cluster 1 cells. 

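No RNA level that corresponds to the gate on CD81 protein is given, so quartiles of Cd81 over the 37 cells were used as limits. Above the lower quartile of 248 FPKM lay 19 of 22 cells of Cluster 1 (86.4%, 95% interval 65.1 to 97.1) and 8 of 15 cells of Cluster 2 (53.3%, 26.6 to 78.7). Of the 10 cells at or below it, 7 were of Cluster 2 (70%, 34.8 to 93.3). Above the median of 357 FPKM lay 12 cells of Cluster 1 (54.5%) and 6 cells of Cluster 2 (40%, 16.3 to 67.7). At or below the median were 10 cells of Cluster 1 and 9 cells of Cluster 2, so that Cluster 2 made up 47.4% (24.4 to 71.1) of these cells. Above the upper quartile of 562 FPKM were 5 and 4 cells. The intervals of the clusters overlapped at each limit. From the distribution of Cd81 in the clusters, the paper reasons that CD81 can be used to enrich Cluster 1 cells.

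**Figure D3:**
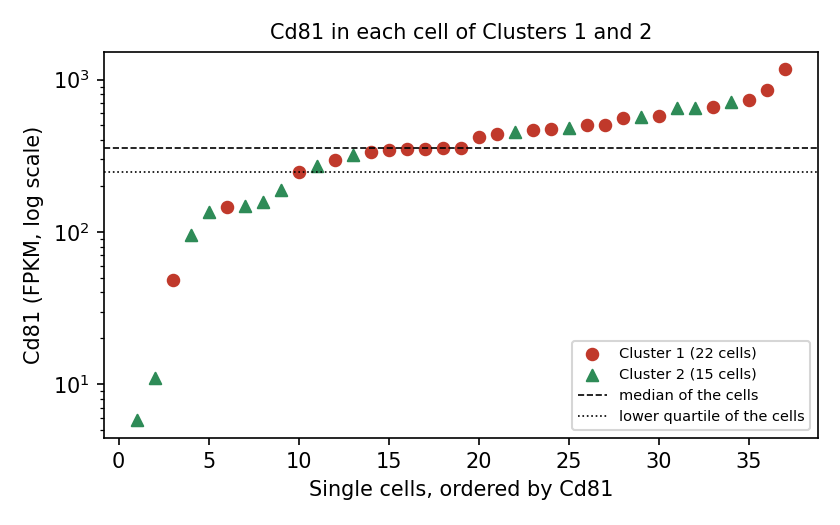
Cd81 in FPKM on a log scale (vertical axis) in the 37 cells ordered from lowest to highest (horizontal axis), each point 1 cell of Cluster 1 (circle) or Cluster 2 (triangle); the lines mark the median and the lower quartile of all cells shown. Of the 10 cells at or below the lower quartile, 7 are of Cluster 2, while above it the clusters are mixed.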

To directly demonstrate this, we sorted CD81^hi^ or CD81^lo/–^ cells within Sca1^–^Lgr5-derivatives at 48 h after irradiation (Fig. 7B) and evaluated their organoid formation efficiency. Notably, CD81^hi^Sca1^lo/–^ Lgr5-derivatives revealed a significantly higher organoid formation efficiency than CD81^lo/–^Sca1^–^ Lgr5-derivatives, indicating that CD81 is indeed a useful molecular marker to enrich and evaluate Cluster 1 cells (Fig. 7C,D). Notably, these organoids contained all intestinal lineages, including Paneth cells, Goblet cells, Endocrine cells, enterocytes, as well as Lgr5^+^ ISCs, indicating that CD81^hi^Sca1^–^ Lgr5-derivatives have multilineage differentiation potential and no lineage differentiation bias (Fig. 7E,F). Next, based on the expression levels of CD81 and Sca1, we separately isolated four different fractions —CD81^hi^ Sca1^−^ (Cluster 1 and part of Cluster 2), CD81^lo/−^ Sca1^−^ (remaining part of Cluster 2), CD81^hi^ Sca1^+^, and CD81^lo/–^ Sca1^+^ from WT mice 48 h after irradiation (Fig. 8A,B) and examined their stem-cell potential by organoid-formation assay. As expected, a prominent organoid-formation capacity was detected in the CD81^hi^ Sca1^–^ cell fraction containing Cluster 1 (Fig. 8C,D), suggesting that Cluster 1 enriches the source for regeneration in the damaged intestine. Again, Lgr5-expressing ISCs and multilineage cells were visually reconstituted in organoids from CD81^hi^Sca1^-^ cells prepared from *Lgr5*^*ki*^ mice and WT mice after irradiation (Fig. 8E,F).

**Figure 7:**
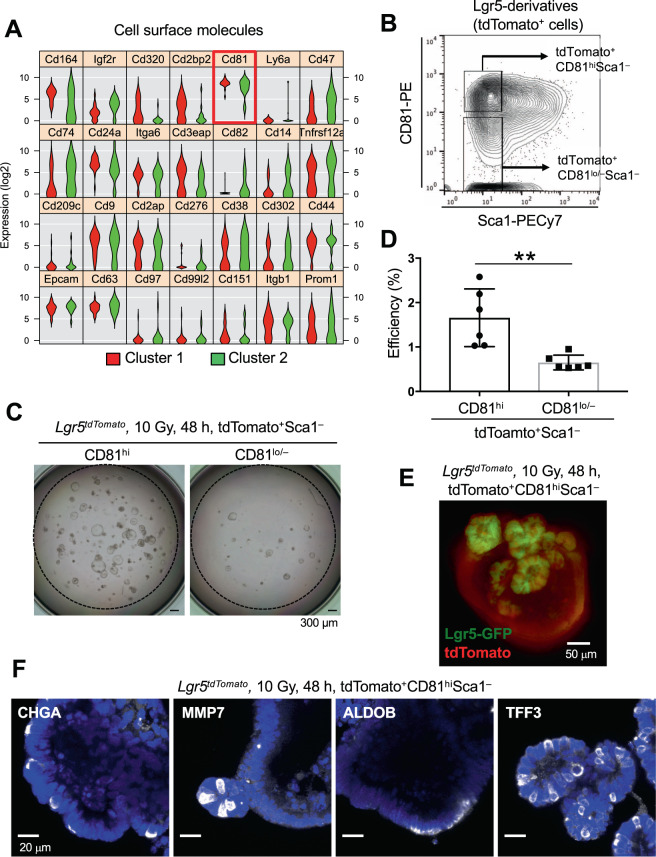
High CD81 Expression Distinguishes Cluster 1 in Radioresistant Lgr5-derivatives. (**A**) Violin plots for representative cell-surface molecules that were differentially expressed (p < 0.05) in Clusters 1 and 2 of Sca1^–^Lgr5-derivatives 48 h after 10 Gy irradiation. (**B**) Representative FCM profile of the Sca1 and CD81 expression of Sca1^–^Lgr5-derivatives. Plotted cells were gated on live tdTomato^+^Lgr5-derivatives. (**C**,**D**) Representative images (**C**) and the efficiency (**D**) (n = 6) of organoids generated from CD81^hi^ or CD81^lo/−^ Sca1^–^Lgr5-derivatives, 48 h after 10 Gy irradiation. **, *p* < 0.01 in a two-tailed Mann-Whitney test. Scale bars, 300 µm. (**E**) ISC regeneration from CD81^hi^Sca1^–^Lgr5-derivatives in organoid culture. CD81^hi^Sca1^–^Lgr5-derivatives were isolated from *Lgr5*^*tdTomato*^ mice 48 h after 10 Gy irradiation. Representative organoid image of Lgr5-GFP and tdTomato expression after 9 days of culture. Scale bar, 50 µm. (**F**) Multipotency of CD81^hi^Sca1^–^Lgr5-derivatives. Representative images of organoids derived from CD81^hi^Sca1^–^Lgr5-derivatives stained for enteroendocrine cells (CHGA), Paneth cells (MMP7), enterocytes (ALDOB) and goblet cells (TFF3). Nuclear staining was performed with DAPI (Blue). Scale bars, 20 µm.

**Figure 8:**
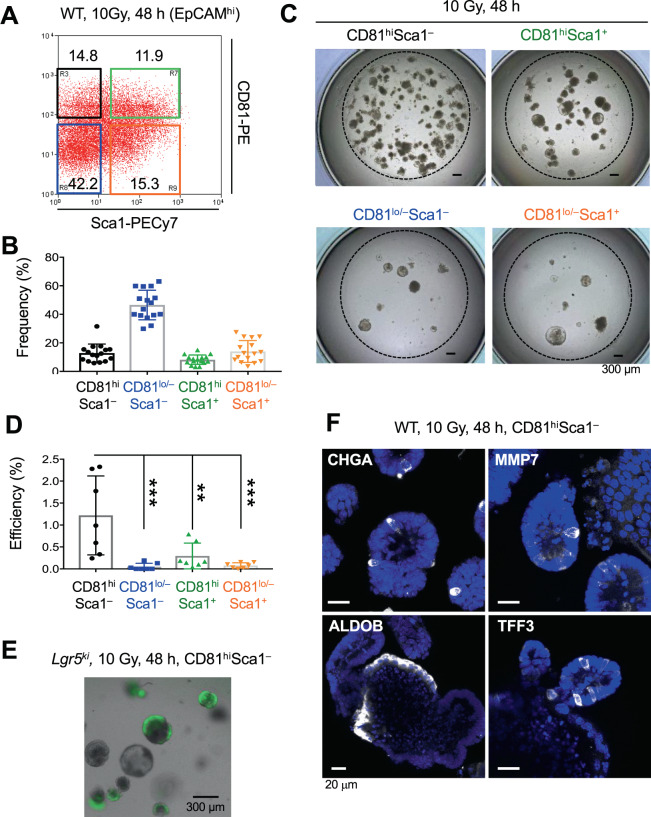
CD81 Is a Robust Cell Marker for Identifying Radioresistant ISCs in Damaged Epithelium. (**A**) Representative FCM profile of the Sca1 and CD81 expression of crypt epithelial cells of WT mice 48 h after 10 Gy irradiation. Plotted cells were gated on live EpCAM^hi^ cells. (**B**) Frequency of the subpopulations of crypt epithelial cells in (**A**) (n = 16). (**C**,**D**) Representative images (**C**) and the efficiency (**D**) (n = 7) of organoids generated from CD81^hi^ Sca1^−^, CD81^hi^ Sca1^+^, CD81^lo/-^ Sca1^-^, or CD81^lo/-^ Sca1^+^ cells, 48 h after 10 Gy irradiation in WT mice. **p < 0.01, ***p < 0.001, in a One-way ANOVA followed by Dunnett’s test for multiple comparisons. Scale bars, 300 µm. (**E**) Lgr5^hi^ ISCs were regenerated from CD81^hi^ Sca1^−^ cells isolated from *Lgr5*^*ki*^ mice 48 h after 10 Gy irradiation. Scale bar, 300 µm. (**F**) Multipotency of CD81^hi^ Sca1^-^ crypt epithelial cells in irradiation-damaged WT mice. Representative images of organoids derived from CD81^hi^Sca1^−^ cells stained for enteroendocrine cells (CHGA), Paneth cells (MMP7), enterocytes (ALDOB) and goblet cells (TFF3). Nuclear staining was performed with DAPI (Blue). Scale bars, 20 µm.

## Discussion

Although several groups have tried to identify the cellular source of intestinal epithelial regeneration after damage using genetic labeling and the tracing of distinct cell types, such approaches cannot assess how much each population contributes to overall epithelial regeneration or exclude the possibility that other cellular sources exist. To clarify the entire scheme of damage-induced intestinal epithelial regeneration, including the cells of origin, it is necessary to investigate surviving crypt epithelial cells for their functional stem cell potential along with comprehensive gene expression profiling.

In this study, we characterized the heterogeneity of epithelial stem cells in damaged intestinal crypts using a combination of lineage tracing, single-cell gene expression analysis, and organoid-formation assays. Most of the “cells-of-origin” were included in the Lgr5-derivatives, consistent with a previous report showing that Lgr5^+^ ISCs are essential for intestinal epithelial regeneration after irradiation injury^13^. However, the Lgr5^+^ cells have substantial heterogeneity and include slowly dividing populations, such as Mex3a^+^ cells^12^ and label retaining cells (LRCs)^11^. In addition, Dll1^+^ secretory precursor cells are the immediate progeny of Lgr5^+^ ISCs and are slowly cycling cells within the crypt epithelium^7^. Because all of these cells are relatively resistant to DNA damage, they have been considered as possible “cells-of-origin” for the epithelial regeneration after genotoxic injury. By genetic lineage tracing, Dll1^+^ epithelial cells and LRCs were previously shown to be precursors committed to secretory epithelial cells in the steady state, and to dedifferentiate into ISCs and participate in epithelial regeneration upon intestinal damage^7,11^. Furthermore, differentiated secretory epithelial cells, including enteroendocrine cells^8^ and Paneth cells^9,10^, also regain stem cell properties during intestinal damage. Consistent with these findings, a portion of colonic crypt epithelial cells expressing *Atoh1*, a transcription factor essential for secretory lineage differentiation, contributed to epithelial regeneration in a dextran sodium sulfate (DSS) colitis model^19^. However, our lineage-tracing data suggested that Atoh1^+^ undifferentiated secretory lineage cells are at least not substantially involved in the epithelial regeneration after irradiation injury in the small intestine. Supporting this conclusion, the intestinal epithelium is fully reconstituted after irradiation injury in *Atoh1-*deficient mice^29^. Our results also showed that a fraction of Cluster B expresses *Dll4* or *Dll1* (Fig. S4C), implying the involvement of this fraction as secretory precursors in ISC recovery and epithelial regeneration. In this respect, we emphasize that our results do not contradict the presence of intestinal epithelial cell plasticity, i.e., Dll1^+^ secretory precursors dedifferentiate into ISCs after irradiation^7^.

Other cell types also contribute to the epithelial regeneration after irradiation- and chemotherapy-induced injury^12,15^. Mex3a^+^ cells do not show any biased commitment to secretory cell lineages in the steady state^12^. Because of their slow-proliferation status, Mex3a-expressing ISCs survive 2 days after irradiation exposure^12^. However, our single-cell RNA-sequencing data showed that surviving Cluster 1 cells did not express *Mex3a* mRNA (Fig. S7), suggesting that Cluster 1 is a distinct population from Mex3a^+^ cells. After intestinal damage by irradiation, YAP signal dependent revSCs transiently expand and regenerate a functional epithelium^15^. According to the gene expression profiles, *Clu*-expressing revSCs are distinct from our Cluster 1 and 2, which have high expression of cell cycle related genes and ISC marker genes, and low expression of YAP target genes. In the scRNA-seq data using crypt epithelial cells after irradiation, the revSCs and our Cluster 1 and 2 appear to be classified as different populations^15^. Thus, our work and the work of Ayyaz *et al*. are mutually complementary to explain complete picture of radioresistant ISCs. Depending on the type and degree of intestinal damage, a variety of cell types could be synchronistically involved in the epithelial regeneration.

In this study, we newly discovered that CD81, a tetraspanin family protein, is prominently expressed on mouse ISCs in both the steady-state and damaged intestine. CD81 is a useful indicator for radioresistant ISCs, particularly in the damaged intestine where the Lgr5 expression became silent. Although this is the first report of CD81 expression on ISCs, other tetraspanin family molecules are preferentially and uniquely expressed on other tissue stem cells in mice and humans, including CD9 on mouse hematopoietic stem cells^22^, tetraspanin KAI/CD82 on stem cells of human fetal and adult skeletal muscle^24^, and tetraspanin 8 on mouse mammary stem cells^23^. It will be interesting to examine whether the surface expression of tetraspanin family molecules is useful for identifying stem cells in various steady-state and damaged tissues and to further elucidate the biological function of tetraspanin family members in the maintenance, survival, and activation of tissue stem cells. In addition, a risk for colorectal cancer (CRC) recurrence is associated with the expression of ISC-specific genes, including *Lgr5*, *Ascl2*, and *Ephb2*, in the human primary tumors^30^. In this context, tetraspanin proteins are known to have supportive roles in human cancer, for example, in tumor growth, morphology, invasion, and metastasis^31^. Future investigations will uncover a panel of available tetraspanins, including CD81, that can serve as markers for cancer stem cells in diverse epithelial tissues.

Tissue regeneration is a complex process involving the coordination of diverse cell types and molecules. Thus, it is impossible to obtain the entire scheme of tissue regeneration, including the cellular origin, by classic genetic labeling and lineage tracing alone. Our study integrating single-cell transcriptome analysis and organoid formation assays was effective for uncovering the heterogeneity of surviving epithelial cells and identifying the “real” cellular source of epithelium regeneration after tissue injury. Using this approach, we identified the crucial cellular source for tissue regeneration in the damaged intestine, and demonstrated that the contribution of epithelial cell plasticity is relatively minor. Given that organoid culture is now available for diverse tissues^32^, our findings and approach might be applied to identify the cellular origin for a variety of tissue-regeneration systems in injured and diseased conditions.

## Methods

### Mice and ethics statement

*Lgr5-EGFP-Ires-CreERT2* (*Lgr5*^*ki*^, B6.129P2- *Lgr5* ^*tm1(cre/ERT2)Cle*^ /J; JAX mice #008875), *Rosa-lsl-tdTomato* (*R26R*^*tdTomato*^, B6.Cg-Gt(ROSA)26Sortm9/(CAG-tdTomato)Hze/J; JAX#007909), and *Rosa-lsl-LacZ* (*R26R*^*Lacz*^, B6.129S4-Gt(ROSA)26Sor^tm1Sor^/J; Jax #003474) mice were obtained from Jackson Laboratory. For the irradiation injury of intestinal epithelium, mice were exposed to 10 Gy TBI (Acrobio, RX-650). For lineage-tracing experiments using *Lgr5*^*ki*^: *R26R*^*tdTomato*^ or *Lgr5*^*ki*^: *R26R*^*LacZ*^ mice, 100 mg/kg body weight (BW) of tamoxifen (Sigma) was injected intraperitoneally 24 h before irradiation.

For lineage-tracing experiments using *Atoh1*^*ki*^: *Lgr5*^*ki*^: *R26R*^*tdTomato*^ or *Atoh1*^*ki*^: *R26R*^*LacZ*^ mice, 2 doses of 100 mg/kg BW of RU486 (Sigma) was injected intraperitoneally at 24 h and 16 h before irradiation. In another experimental setting (Fig. S4), *Atoh1*^*ki*^: *R26R*^*LacZ*^ mice were injected RU486 intraperitoneally for 5 consecutive days before irradiation. All experiments with mice were approved by the Institutional Animal Care Committee of Tokyo Medical and Dental University and were performed in accordance with Tokyo Medical and Dental University guidelines.

### Crypt isolation and sorting

Crypts were isolated from the small intestine as described previously^33^ with some modifications. To prepare single cells, isolated crypts were incubated with TrypLE Express (Invitrogen) at 37 °C for 25 min with gentle pipetting, and then washed with PBS(−) containing 10% FCS and filtered through 70-µm mesh to collect the cells. Dissociated crypt epithelial cells were stained with antibodies. Epithelial-cell subpopulations were sorted using a MoFlo cell sorter (Beckman Coulter) or a BD FACS Aria III (BD Bioscience).

### X-gal staining

For X-gal staining, intestines were incubated with a fixation solution [2% PFA, 0.2% glutaraldehyde, and 0.02% NP40 in PBS(−)] on ice for 1 h. The fixation solution was removed, and the intestines were washed twice in PBS(−). Next, the tissues were soaked in X-gal substrate solution [5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 2 mM MgCl_2_, 0.02% NP40, and 1 mg/ml X-gal in PBS(−)] and incubated in the dark at room temperature overnight. The substrate was removed, and the tissues were washed twice in PBS(−) for 20 min at room temperature. The tissues were fixed overnight in 10% formalin at 4 °C, embedded in paraffin, and sectioned.

### Immunohistochemistry

The proximal jejunal tissue was fixed in 4% PFA for 1 h at 4 °C, then the tissue was cryo-protected in 15% sucrose for 4 h followed by 30% sucrose overnight at 4 °C. For the immunostaining, frozen sections of the small intestine were blocked with 10% BSA/PBS, then with an Avidin/Biotin-blocking kit (Vector Labs) if required. The sections were stained with primary antibodies for 1 h at 37 °C or overnight at 4 °C. After washing with 0.05% Triton X-100 PBS(−), the sections were incubated with secondary antibodies or fluorescence-conjugated streptavidin for 1 h at 37 °C. Nuclear staining was performed using DAPI and sections were mounted with Fluoromount-G (Southern Biotech). Microscopic images were obtained using Leica SP8 confocal microscope.

### qRT-PCR

Total RNA was extracted using an RNeasy Mini Kit (Qiagen). First-strand cDNA was synthesized from the total RNA using SuperScript III (Life Technologies). Real-time PCR was performed using SYBR green (Roche) and a LightCycler 480 instrument, and RNA levels were calculated using the ∆CT method with normalization to *Hprt* expression. The primers used for qRT-PCR are listed in Supplementary Table S2.

### Single-cell qRT-PCR

FCM-sorted single crypt epithelial cells were introduced into the cell input well of the C1 Array Integrated Fluidic Circuit (IFC) (5–10 µm). Single cells captured on the IFC were microscopically inspected with a Keyence BZ-X700 to determine which C1 capture sites contained only a single cell. Reverse transcription and specific-target amplification were performed using reagents of the Single Cells-to-Ct kit (Life Technologies), C1 Single-Cell Auto Prep Modules Kit (Fluidigm), and pooled primers (Delta Gene, 500 nM). qPCR of these preamplified products was performed using 96.96 Dynamic Arrays on a BioMark HD System Fluidigm), according to the manufacturer’s instructions, and analyzed with the SINGuLAR Analysis Toolset (Fluidigm). All oligonucleotide sequences are shown in Supplementary Table S3.

### Organoid culture

Organoid-formation assays were performed as previously described^34^ with some modifications. Sort-purified crypt epithelial cells were mixed into Matrigel (3000–5000 cells/10 µl) containing 1 µM Jagged1 peptide, and then 10 µl of the sorted cell/Matrigel mixture was seeded into each well of a 96-well plate. The Matrigel was allowed to solidify for 15 min in a 37 °C incubator and then was overlaid with 100 µl culture medium containing advanced DMEM/F12 supplemented with penicillin/streptomycin, 10 mM HEPES, Glutamax, 1× N2, 1× B27 (all from Invitrogen), 1 µM N-acetylcysteine (Sigma), 50 ng/ml EGF, 100 ng/ml Noggin (Peprotech), 10% RspoI-conditioned medium (culture supernatant of the 293T-HA-RspoI-Fc cell line, provided by Calvin Kuo of Stanford University), 500 ng/ml Epiregulin, 10 µM Y-27632 (first 2 days, Nacalai Tesque), and 3 µM CHIR-99021 (Axon Medchem) (hereafter referred to as NER + CH + Ereg Medium), and the cells were cultured for 7 days. The medium was changed every other day. Microscopic images of the organoid cultures were obtained with a Keyence BZ-X700.

### Wholemount organoid staining

FCM sorted Sca1^–^CD81^hi^ cells from irradiated WT mice or Sca1^–^CD81^hi^ tdTomato^+^ cells from irradiated *Lgr5*^*ki*^: *R26R*^*tdTomato*^ mice were cultured for 6 days in NER + CH + Ereg Medium, after which the medium was changed to general NER medium and cultured for another 2 days. Organoids were released from Matrigel using Cell Recovery Solution (Corning) and were fixed in 4% paraformaldehyde for 60 min at room temperature. After washing, organoids were permeabilized with 0.2% Triton X-100 in PBS for 60 min at room temperature. The organoids were further blocked using 1% BSA/PBS for 60 min at room temperature, followed by primary-antibody reactions at 4 °C overnight. The organoids were then washed three times with 1% BSA/PBS and stained with secondary antibodies containing DAPI for 2 h at room temperature with protection from light. Stained organoids were suspended in Fluoromount-G (Southern Biotech) and mounted onto a 8 well glass bottom chamber. Organoid images were captured using Leica SP8 confocal microscope.

### Single-cell RNA sequencing and gene-expression quantification

FCM-sorted single crypt epithelial cells were introduced into the cell input well of the C1 Single-Cell Auto Prep System (5–10 µm). Single cells captured on the IFC were microscopically inspected with a Keyence BZ-X700 to determine which C1 capture sites contained only a single cell. Reverse transcription and cDNA preamplification were performed using a SMARTer Ultra Low RNA kit (Clontech). Sequencing libraries were prepared using the Nextera XT DNA Sample Preparation Kit and the Nextera Index Kit (Illumina), according to the manufacturer’s instructions. Libraries from 39 single cells were pooled and sequenced on Illumina HiSeq. 2500 using paired-end 100-base reads. The preparation and sequencing of cDNA libraries and the extraction of multiple expression data were performed by Takara Bio, Inc. Further data analysis was performed using the SINGuLAR software Toolset (Fluidigm).

### Antibodies

The following antibodies (BioLegend) were used for flow cytometry: Biotin-conjugated anti-mouse Sca1 (D7), BV421-labeled anti-mouse Sca1 (D7), APC-labeled anti-mouse EpCAM (G8.8), FITC-labeled anti-mouse EpCAM (G8.8), PE-labeled anti-mouse CD24 (M1/69), Biotin-conjugated anti-mouse CD24 (M1/69), Biotin-conjugated anti-mouse CD81 (Eat2), Streptavidin-APC, and Streptavidin-PECy7. For immunofluorescence staining of sections, the following antibodies were used: Biotin-conjugated anti-mouse CD81 (Eat2, BioLegend), PE-labeled anti-mouse CD81 (Eat2, BioLegend), Purified anti-mouse Sca1 (e13-161.7, BioLegend), Biotin-conjugated anti-mouse Sca1 (177228, R&D Systems), Streptavidin-Alexa647 (BioLegend), Alexa488-labeld anti-Rat IgG (Jackson). Dead cells were excluded by propidium iodide (Sigma) or Zombi NIR (BioLegend) staining.

### Bioinformatics

To analyze the GO term enrichment for biological process and cellular components in the selected genes, we used the DAVID Bioinformatics Resources 6.8 (http://david.abcc.ncifcrf.gov/ home.jsp)^35^. Gene-set enrichment analysis (GSEA)^20^ was performed using microarray data combined with the GSEA v2.0.13 software (Broad Institute, http://www.broadinstitute.org/gsea/msigdb/index.jsp). Gene sets were obtained from the Molecular Signatures Database (MSigDB) v4.0 available at the GSEA website or from previously reported microarray data (GSE33949 for “ISC signature,” GSE66567 for “YAP signal signature). The number of permutations was set to 1000. Gene sets with nominal *p* values <0.05 are considered statistically significant.

### Statistical analysis

Statistical analysis was performed using the two-tailed Mann-Whitney test or Welch’s t test for comparing 2 groups and One-way ANOVA followed by Dunnett’s test for comparing multiple groups. A *p* value <0.05 is considered statistically significant.

## Supplementary information

Supplementary Information.

## Data Availability

The scRNA-seq data have been deposited in the Gene Expression Omnibus with accession numbers GSE146783.

# Supplementary material for: Characterization of radioresistant epithelial stem cell heterogeneity in the damaged mouse intestine
**Source:** Sci Rep. 2020 May 22;10:8308. doi: 10.1038/s41598-020-64987-1
**Supplement:** Supplementary file 1 — Supplementary Information.

# Characterization of radioresistant epithelial stem cell heterogeneity in the damaged mouse intestine

Taku Sato<sup>1,2,5</sup>, Miwako Sase<sup>1,3,5</sup>, Shun Ishikawa<sup>1</sup>, Mihoko Kajita<sup>1</sup>, Jumpei Asano<sup>1</sup>, Toshiro Sato<sup>4</sup>, Yoshiyuki Mori<sup>3</sup>, and Toshiaki Ohteki<sup>1,6,\*</sup>

<sup>2</sup>PRESTO, Japan Science and Technology Agency, Saitama 332-0012, Japan.

<sup>5</sup>These authors contributed equally: Taku Sato, Miwako Sase

# Supplementary Figure S1. Sato et al.

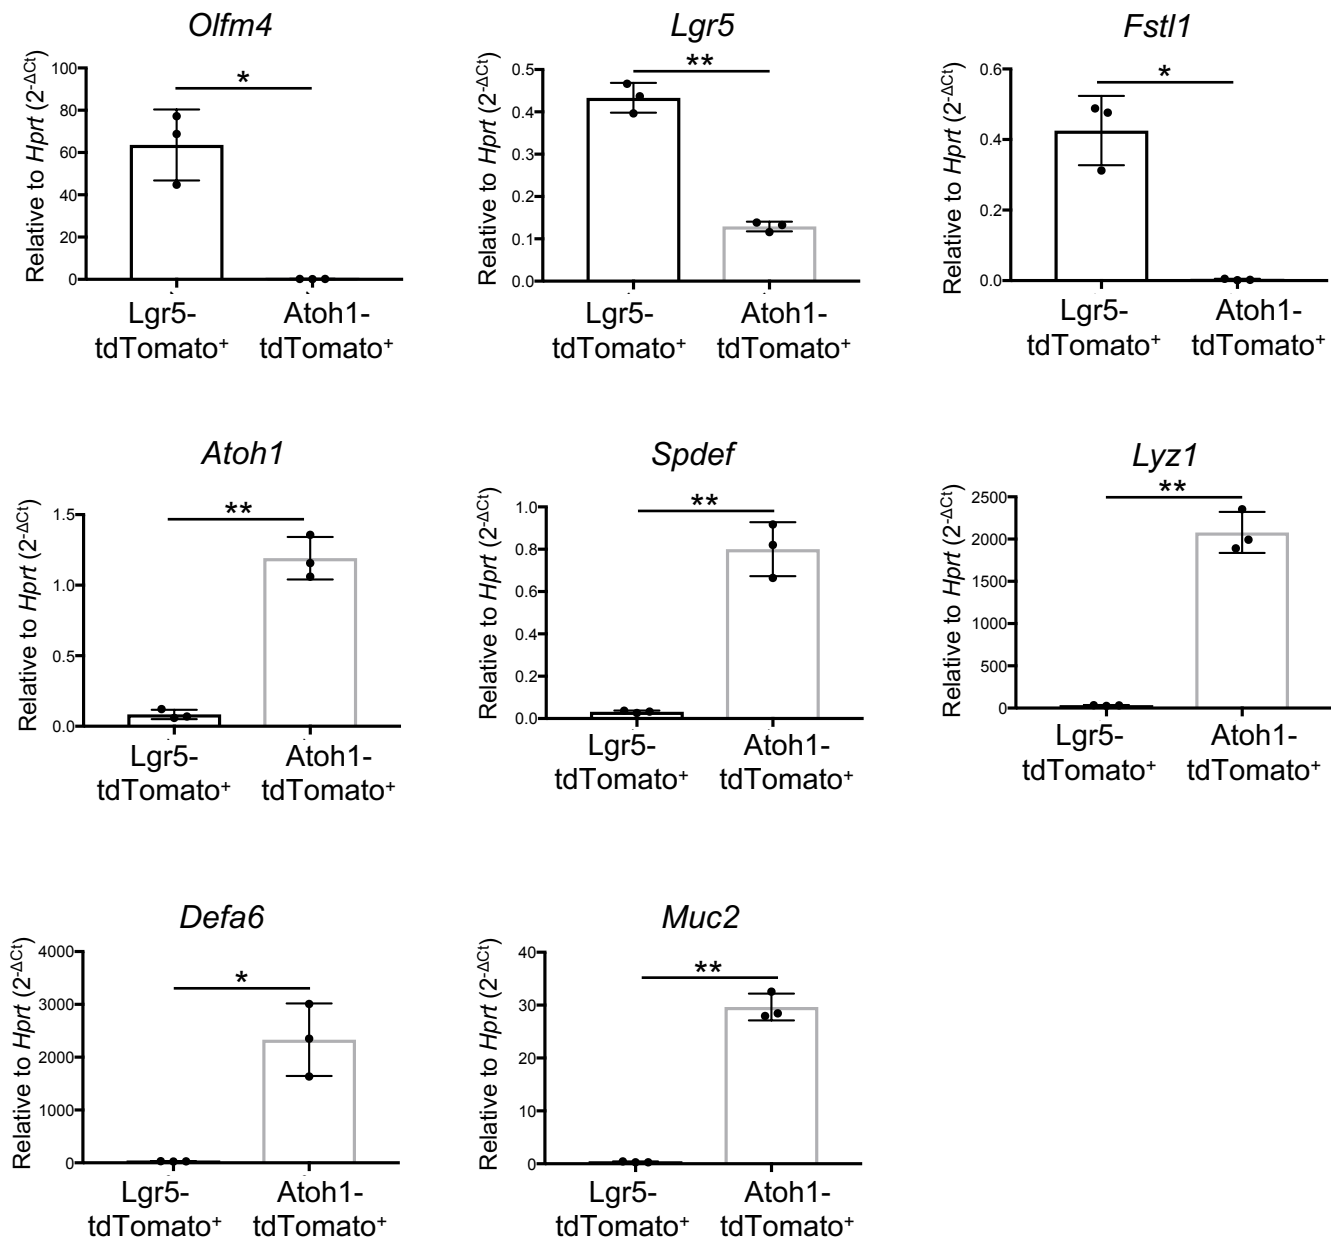

**Figure S1. Gene expression profiles of *Lgr5*<sup>+</sup> cells and *Atoh1*<sup>+</sup> cells, Related to Figure 2.** tdTomato<sup>+</sup> crypt epithelial cells were isolated from either *Lgr5*<sup>ki</sup>: *R26R*<sup>tdTomato</sup> (*Lgr5*-tdTomato<sup>+</sup>, n = 3) or *Atoh1*<sup>ki</sup>: *Lgr5*<sup>ki</sup>: *R26R*<sup>tdTomato</sup> (*Atoh1*-tdTomato<sup>+</sup>, n = 3) mice 24 h after tamoxifen (1 dose) or RU486 (2 dose) administration. The relative mRNA expression levels of ISC marker genes (*Olfm4*, *Lgr5*, *Fstl1*) and of secretory cell marker genes (*Atoh1*, *Spdef*, *Lyz1*, *Defa6*, *Muc2*) in tdTomato<sup>+</sup> crypt epithelial cells from each mouse line were assessed by qRT-PCR. Data shows mean  $\pm$  SD of three mice. Each dot represents the data from an individual mouse. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  in a Welch's t test.

Supplementary Figure S2. Sato et al.

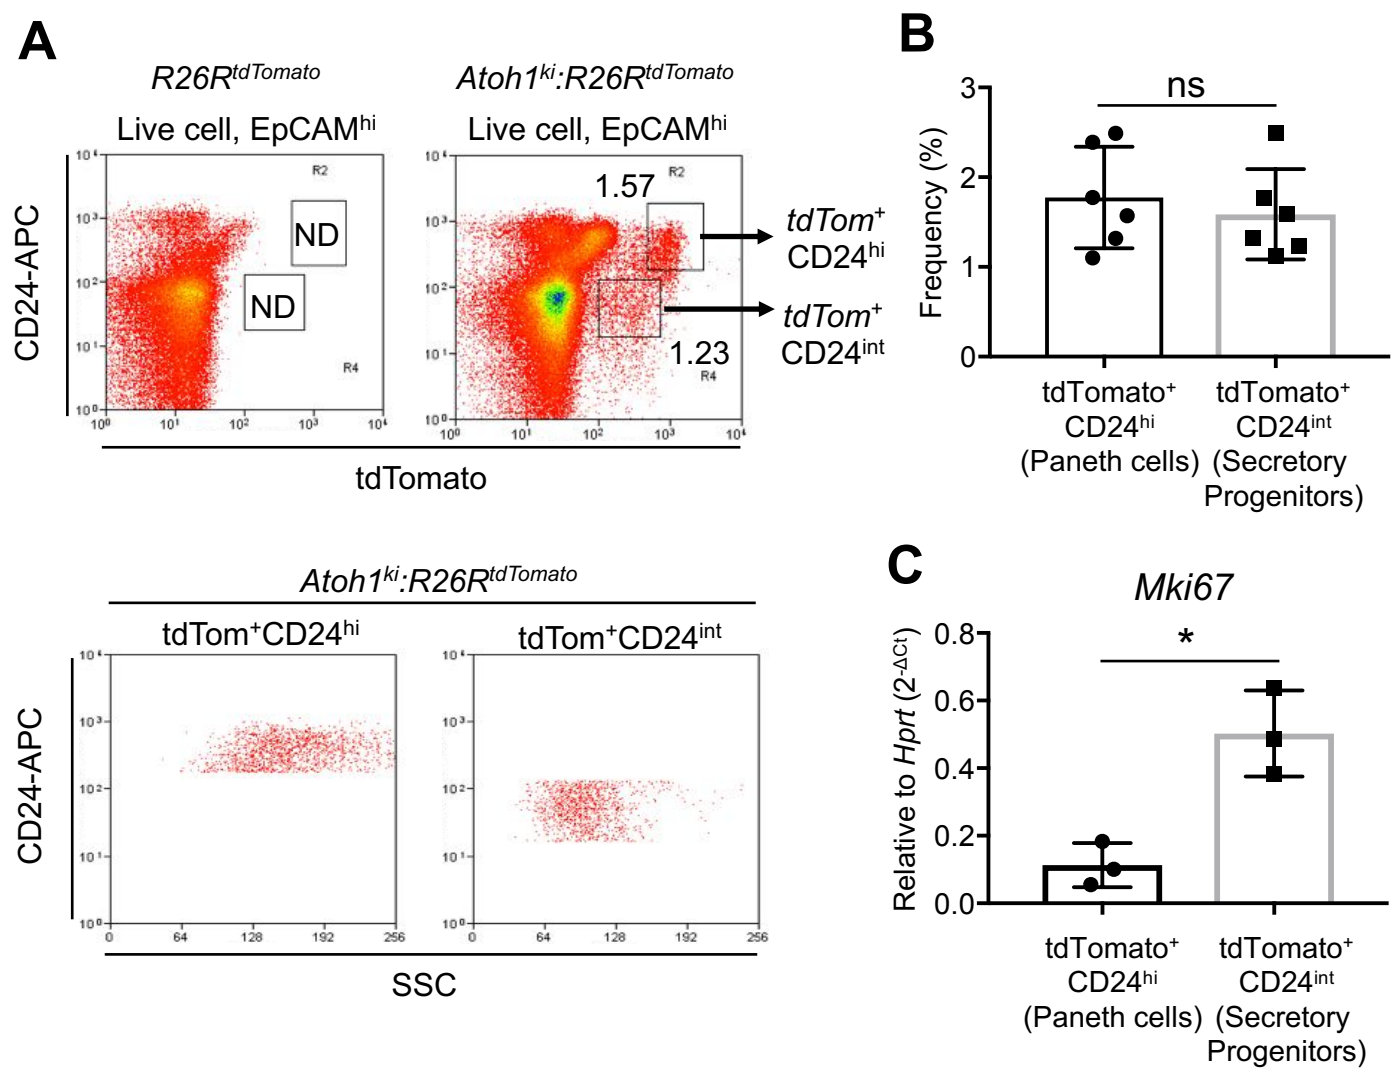

**Figure S2. *Atoh1*<sup>+</sup>CD24<sup>int</sup> undifferentiated secretory cells were labeled by RU486 administration in *Atoh1-CrePGR:Rosa-lsl-tdTom* reporter mice, Related to Figure 3.** *Atoh1<sup>ki</sup>: R26R<sup>tdTomato</sup>* or *R26R<sup>tdTomato</sup>* mice were injected with 2 doses of RU486, and crypt epithelial cells were harvested 24 h later. (A) Representative FACS profiles of *R26R<sup>tdTomato</sup>* mice (upper left, n = 2) or *Atoh1<sup>ki</sup>: R26R<sup>tdTomato</sup>* mice (upper right, n = 5). Plotted cells were gated on live crypt epithelial cells. Note that some CD24<sup>int</sup> undifferentiated cells indeed expressed *Atoh1* and were detected as tdTomato<sup>+</sup> cells (1.59 ± 0.56 %). The tdTomato<sup>+</sup>CD24<sup>hi</sup> cells are Paneth cells because of their highly SSC intensity cells (lower left) compared with undifferentiated *Atoh1*<sup>+</sup>CD24<sup>int</sup> secretory progenitors (lower right). ND: not detected. (B) The frequency of either tdTomato-labeled Paneth cells or tdTomato-labeled secretory progenitors. Data show means ± SD of six mice. Each dot represents the data from an individual mouse. ns: not significant in a two-tailed Mann-Whitney test. (C) The relative mRNA expression level of the proliferation marker *Mki67* was assessed by qRT-PCR in tdTomato<sup>+</sup>CD24<sup>hi</sup> cells (Paneth cells) or CD24<sup>int</sup> cells (secretory progenitor cells). Data shows mean ± SD of three independent experiments. Each dot represents an individual experiment (pooled samples from 1-2 mice/experiment). \*, p < 0.05 in a Welch's t test.

Supplementary Figure S3. Sato et al.

*Atoh1*<sup>ki</sup>: *R26R*<sup>LacZ</sup>, 5 times RU486 injection,  
10 Gy, Day 14

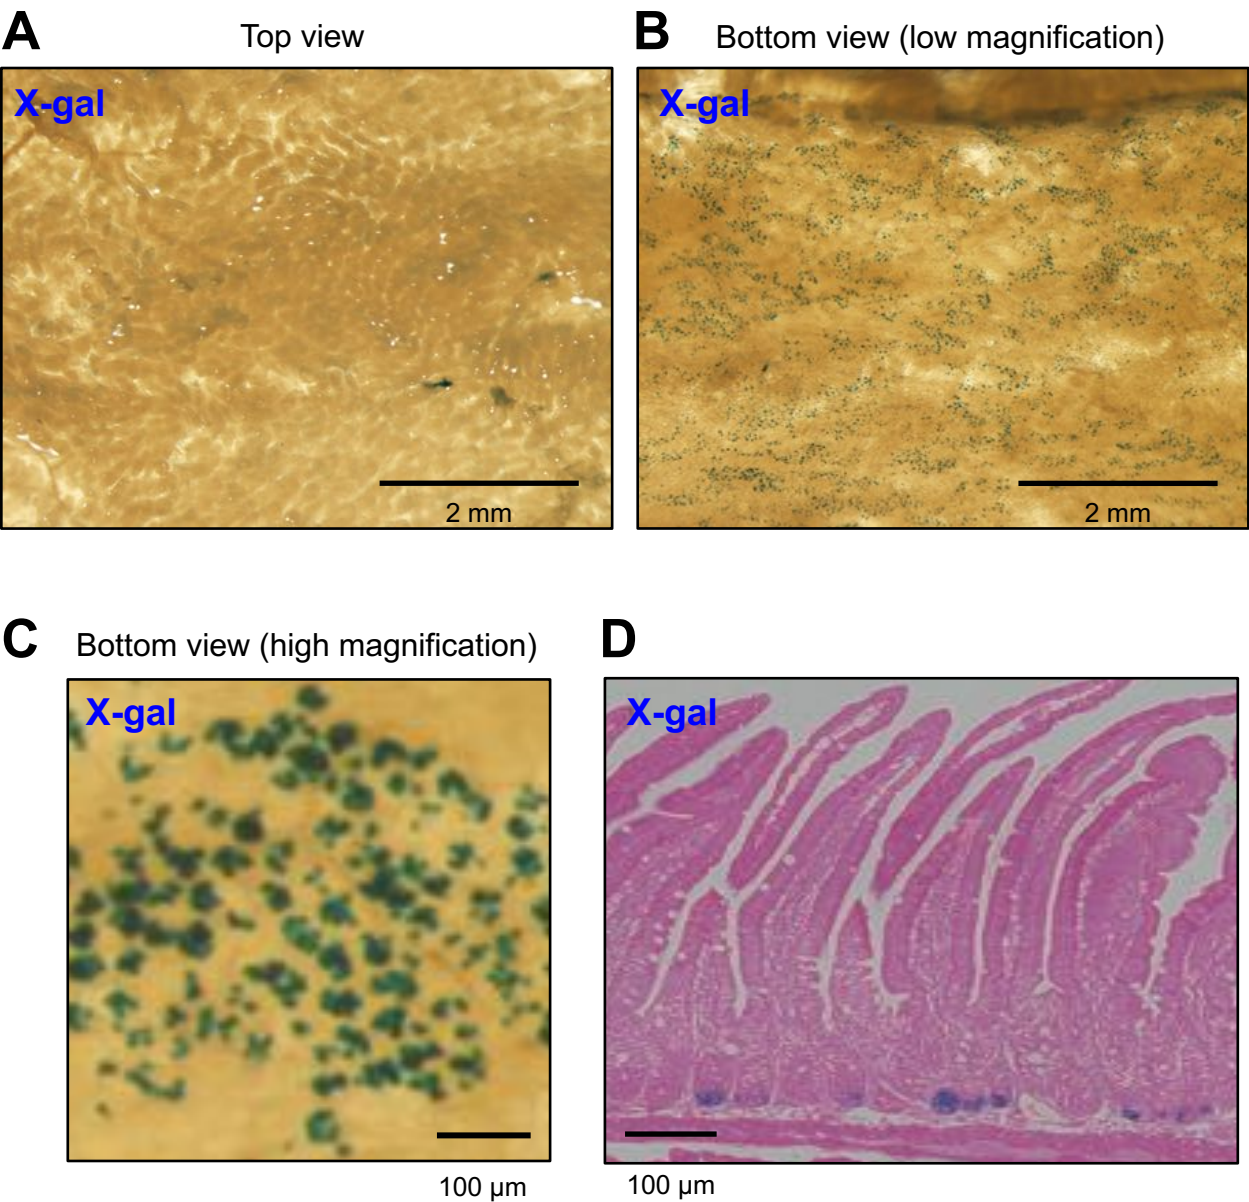

**Figure S3. Minor Contribution of Secretory Progenitors to Epithelial Regeneration after Irradiation Damage, Related to Figure 2.** Representative macroscopic view (A: Top view, B: Bottom view at low magnification, C: Bottom view at high magnification) and histologic analysis (D) of X-gal-stained jejunum 14 days after 10 Gy radiation in *Atoh1*<sup>ki</sup>: *R26R*<sup>LacZ</sup> mice that had received five times injections of RU486 as reported previously<sup>19</sup> (n = 3). Note that all X-gal stained cells were Paneth cells, and the remarkable clonal ribbon derived from *Atoh1*<sup>+</sup> cells was not found. Scale bars, 2 mm (A, B), 100 μm (C, D).

Supplementary Figure S4. Sato et al.

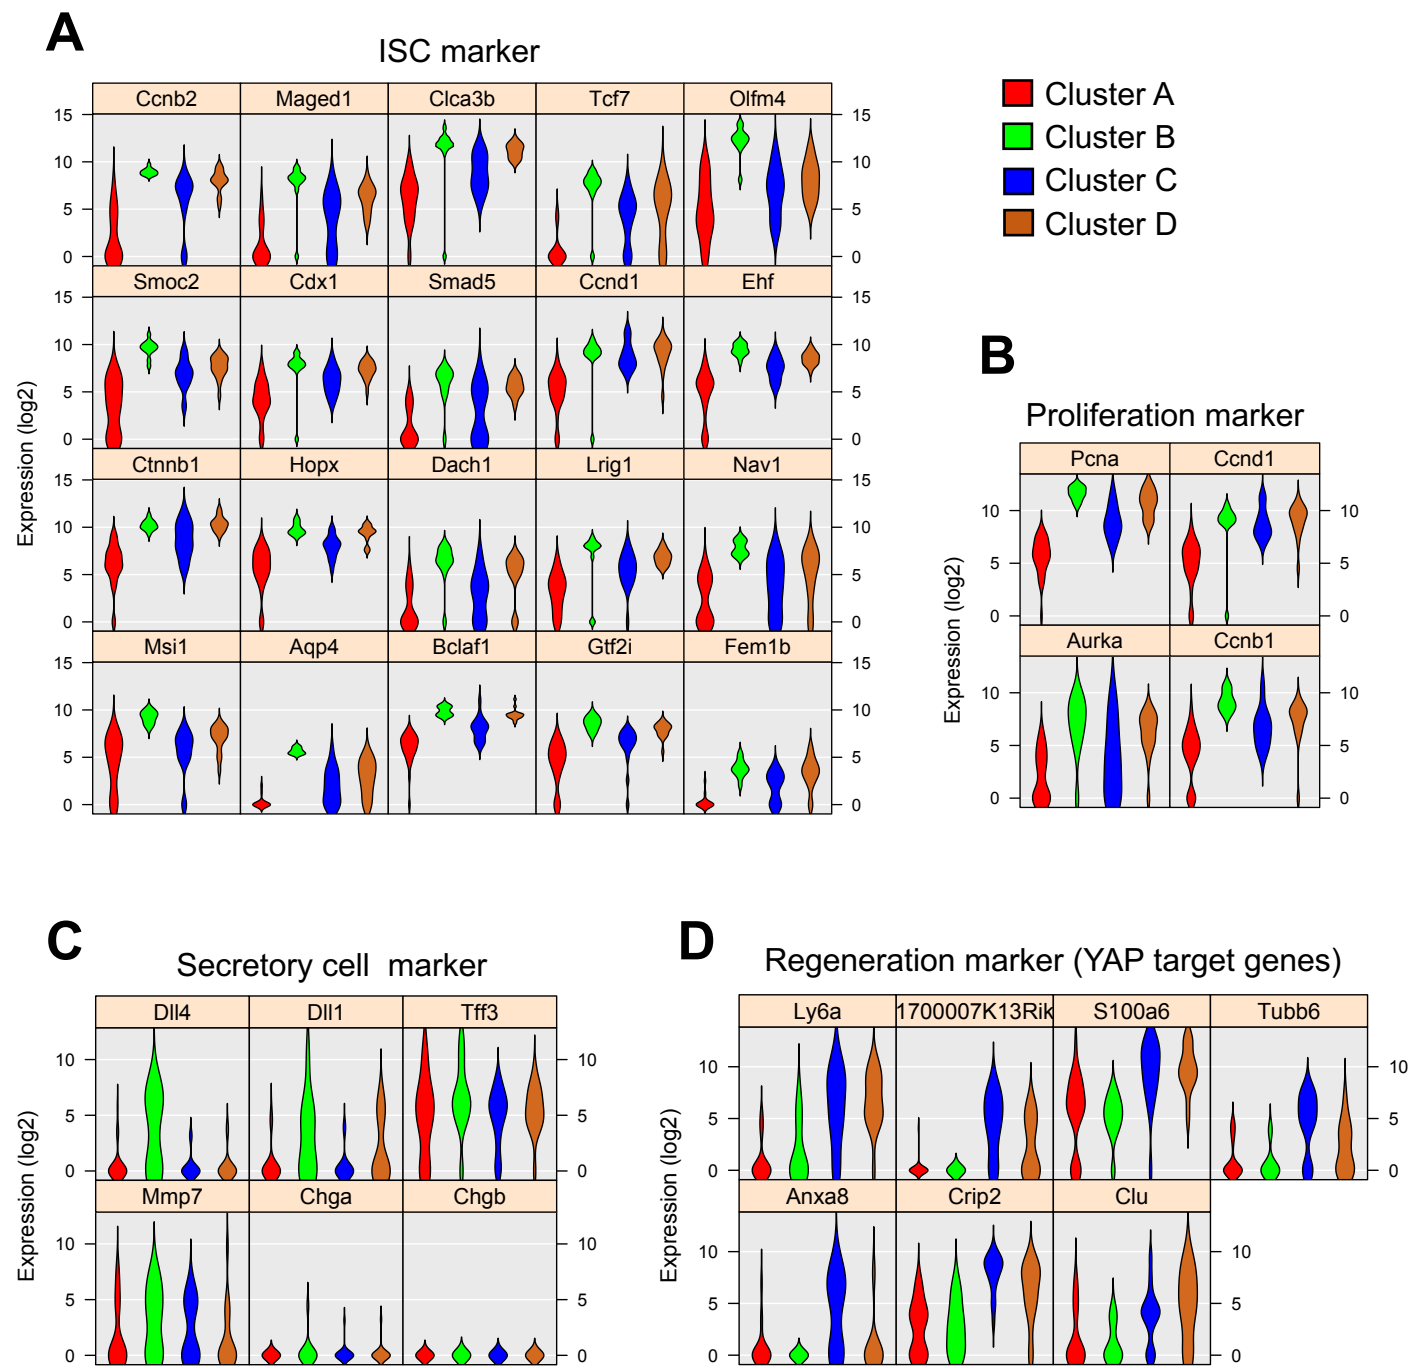

**Figure S4. Surviving Lgr5-Derivatives after Irradiation Damage are Heterogeneous, Related to Figure 4.** Violin plots of the expression levels of representative genes, such as ISC markers (A), Proliferation markers (B), Secretory cell markers (C), Regeneration markers (YAP targets) (D), in each cluster.

Supplementary Figure S5. Sato et al.

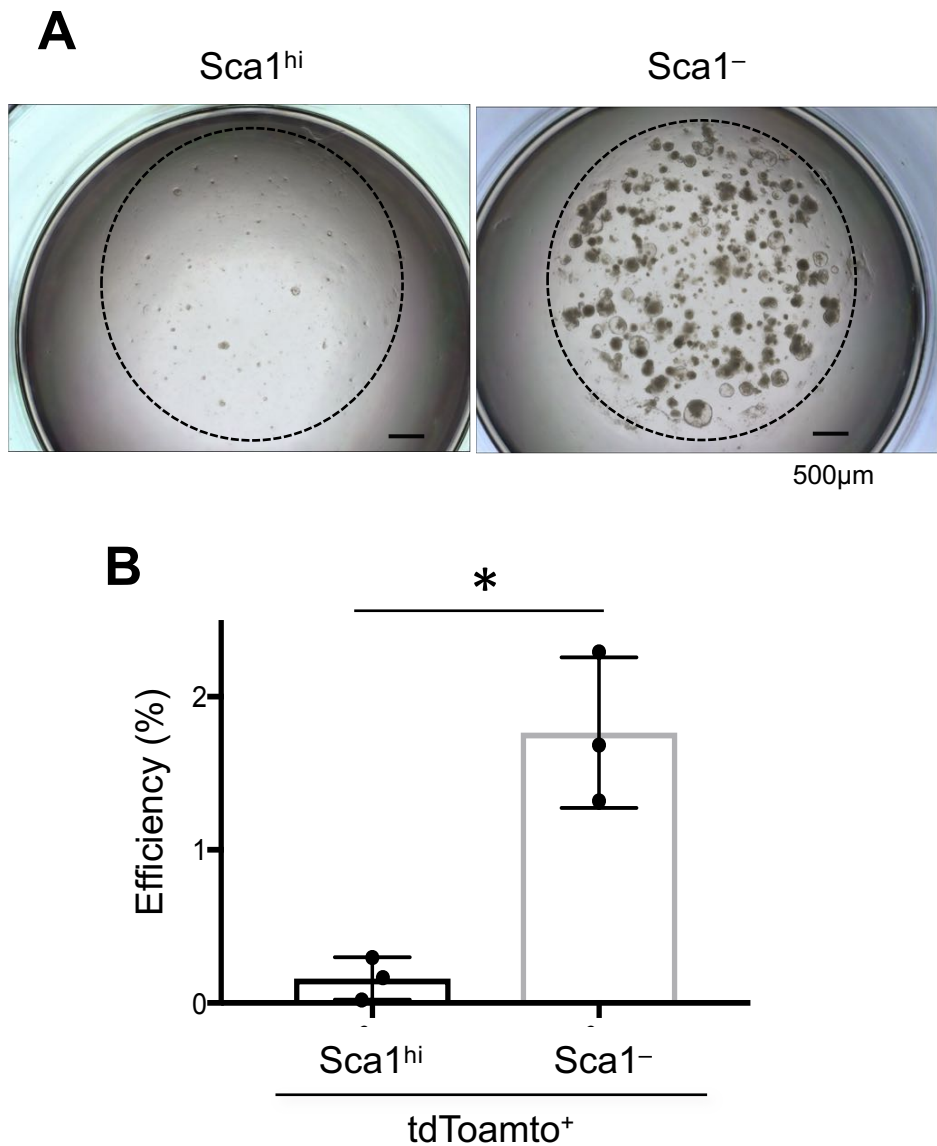

**Figure S5. Sca1<sup>-</sup>Lgr5-Derivatives have higher organoid formation potential than Sca1<sup>hi</sup> cells. Related to Figure 5.** Representative images (A) and the efficiency (B) of organoids generated from either Sca1<sup>neg</sup> or Sca1<sup>hi</sup> Lgr5-derivatives prepared from the small intestine of *Lgr5<sup>ki</sup>; R26R<sup>tdTomato</sup>* mice 3 days after 10 Gy irradiation (n = 3). Data shows mean ± SD of three mice. Each dot represents the data from an individual mouse. Scale bars, 500 µm. \*, *p* < 0.05 in a Welch's t test.

Supplementary Figure S6. Sato et al.

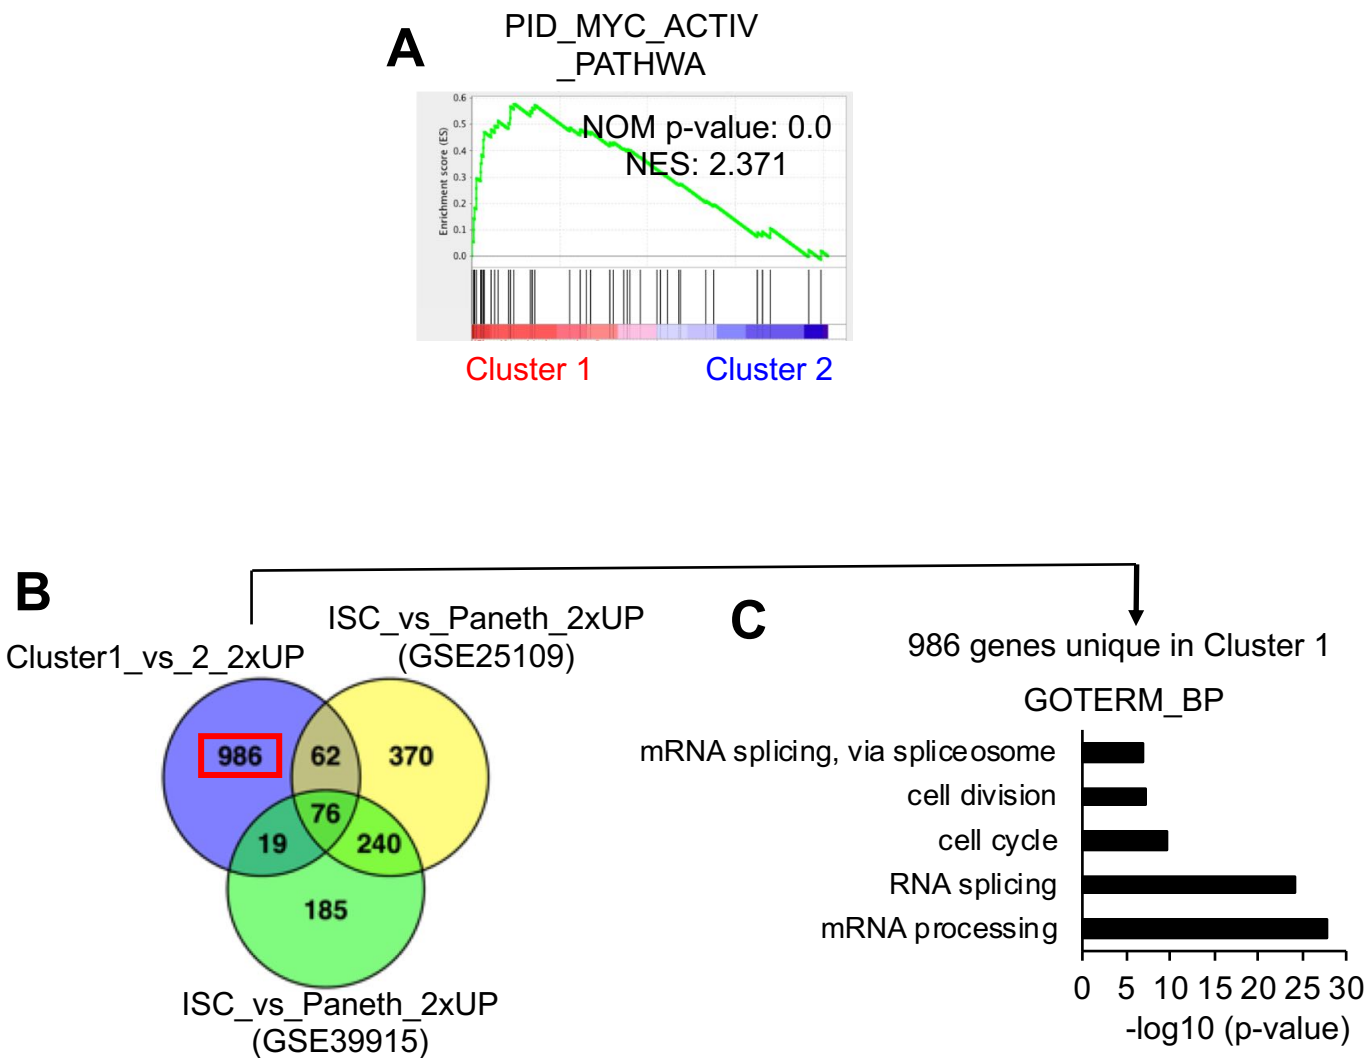

**Figure S6. GSEA of proliferation signature in Cluster 1 vs 2 cells, Related to Figure 6.** (A) PID\_MYC\_ACTIV\_PATHWAY signature in Cluster 1 vs 2 cells. (B) Venn diagram showing differentially expressed genes between Cluster 1 overrepresented genes (more than 2-fold higher than Cluster 2) and two different lists of ISC versus Paneth cell signature genes (GSE25109, GSE39915). Cluster 1 cells uniquely expressed 986 genes. (C) GO biological processes enriched in the 986 genes identified in B.

Supplementary Figure S7. Sato et al.

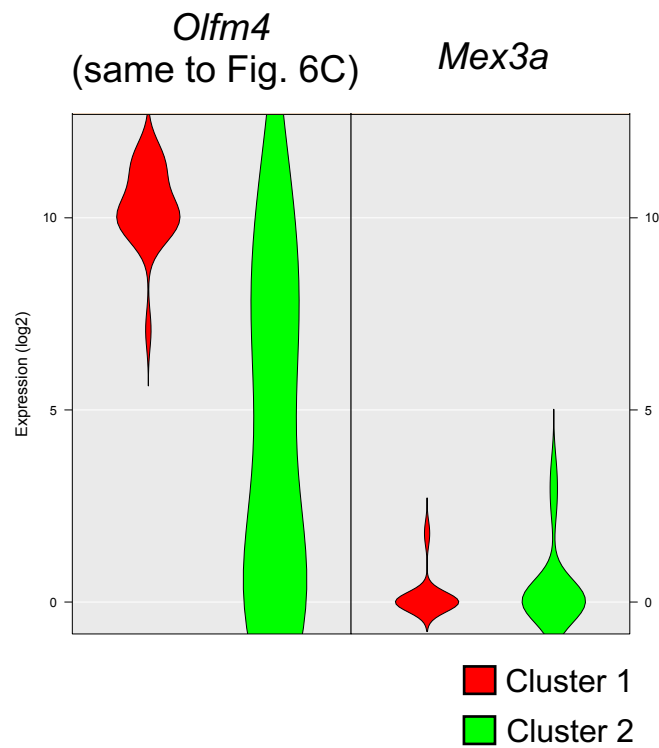

**Figure S7. *Mex3a* expression in Cluster 1 and 2 cells, Related to Figure 6.**

*Lgr5<sup>ki</sup>; R26R<sup>tdTomato</sup>* mice were injected tamoxifen at 24 hrs before 10 Gy irradiation. Forty-eight hrs later, Sca1<sup>+</sup>Lgr5<sup>+</sup>-derivatives were isolated and single cell RNA-seq analysis was performed. Violin plot of expression levels of *Olfm4* (same to Fig4C for comparison) and *Mex3a* in each cluster.

Supplementary Figure S8. Sato et al.

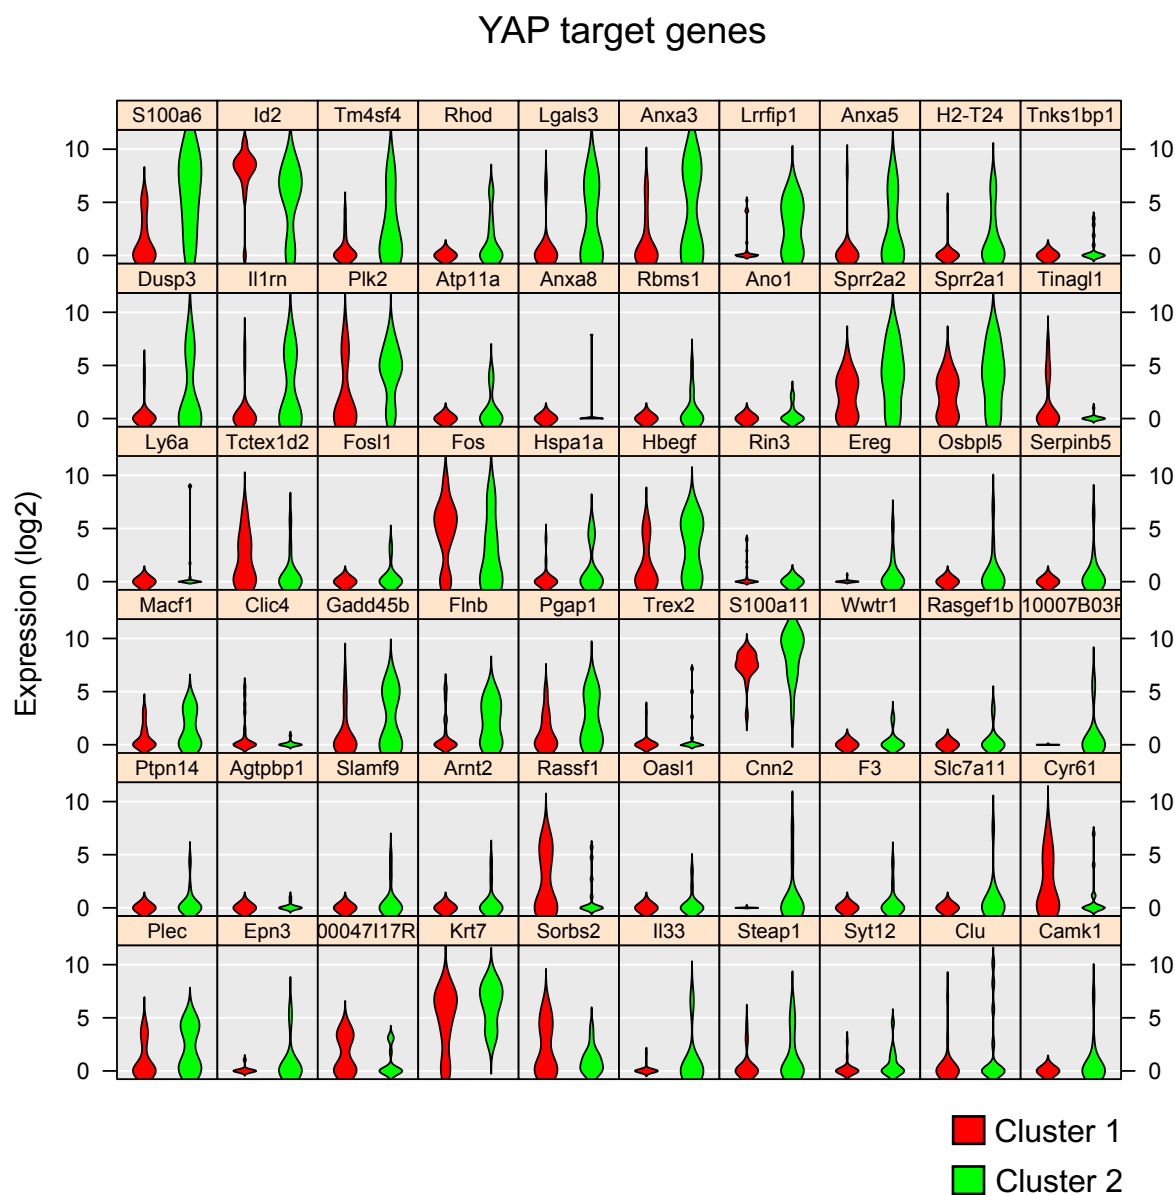

**Figure S8. YAP target gene expression in Cluster 1 and 2 cells, Related to Figure 6.**

*Lgr5<sup>ki</sup>; R26R<sup>tdTomato</sup>* mice were injected with tamoxifen 24 h before 10 Gy irradiation. Forty-eight hrs later, Sca1-Lgr5-derivatives were isolated and single cell RNA-seq analysis was performed. Violin plot of expression levels of YAP target gens in Cluster 1 and 2 cells are shown.

Supplementary Figure S9. Sato et al.

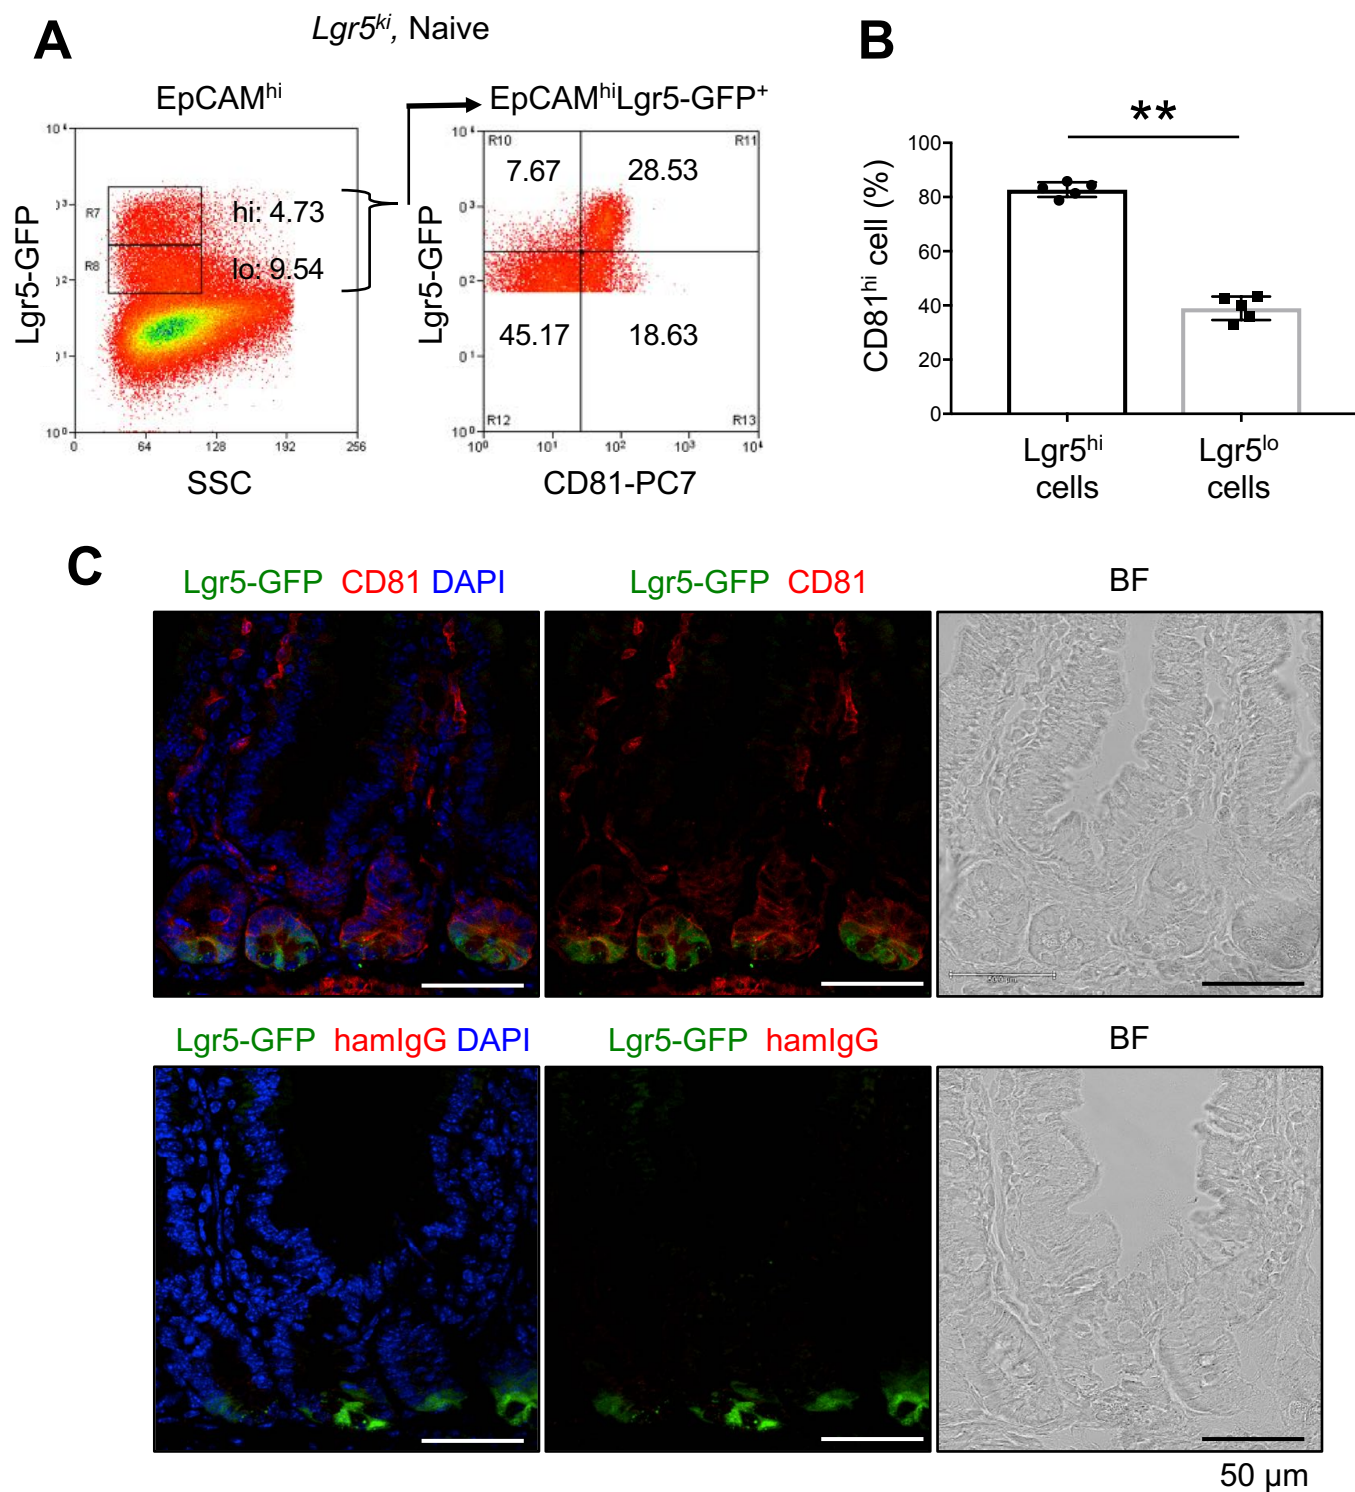

**Figure S9. CD81 expression on intestinal epithelial cells in naive *Lgr5<sup>ki</sup>* mice, Related to Figure 7.**

(A) Representative FCM profile of crypt epithelial cells of naive *Lgr5<sup>ki</sup>* mice stained for EpCAM and CD81. CD81 was expressed exclusively on the Lgr5<sup>hi</sup> ISCs. (n = 5) (B) The percentage of CD81<sup>hi</sup> cells within either Lgr5<sup>hi</sup> or Lgr5<sup>lo</sup> cells. Data shows mean  $\pm$  SD of five mice. Each dot represents the data from an individual mouse. \*\*,  $p < 0.01$  in a two-tailed Mann-Whitney test. (C) Representative images of the jejunum of naive *Lgr5<sup>ki</sup>* mice stained for CD81 (upper) or isotype control Ab (lower). Nuclear staining was performed with DAPI. Scale bars, 50  $\mu$ m. (n = 3)

Supplementary Figure S10. Sato et al.

**A** naive

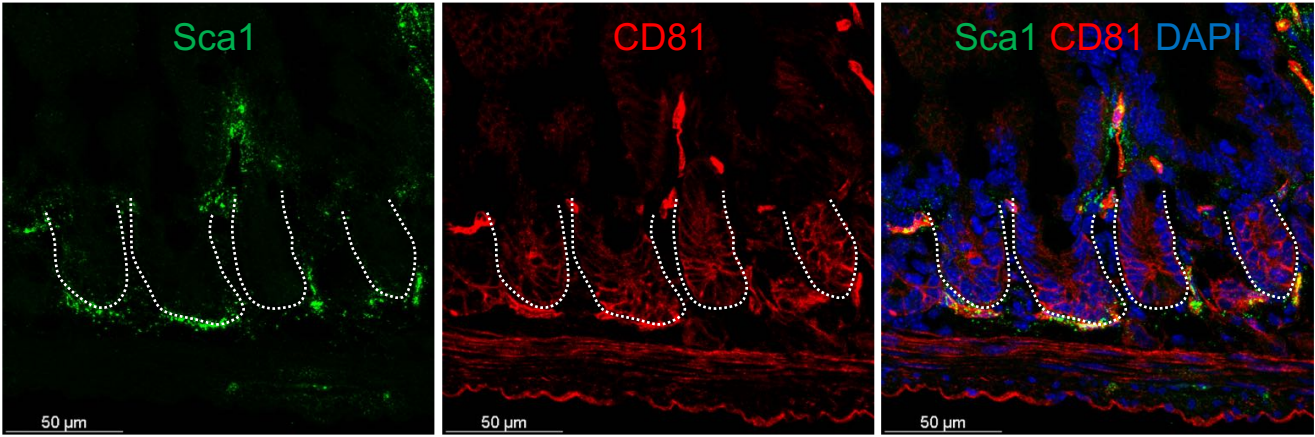

**B** 10 Gy, 48 h

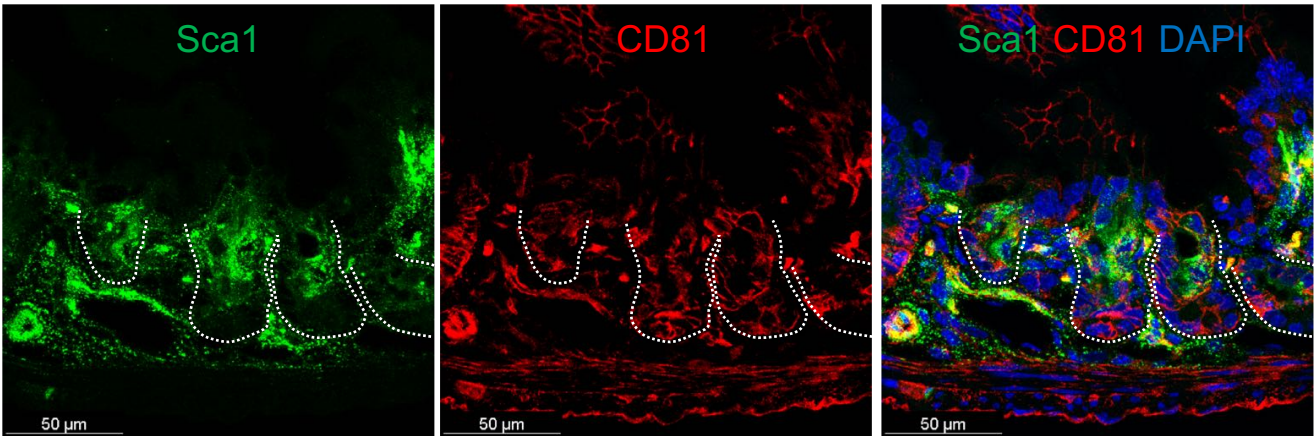

**Figure S10. Co-immunostaining of CD81 and Sca1 on intestinal epithelial cells in naïve and in 10 Gy irradiated WT mice, Related to Figure 7.** Representative images of the jejunum of naïve WT mice (**A**) (n = 3) or 10 Gy irradiated WT mice (**B**) (n = 4) stained for CD81 and Sca1. Nuclear staining was performed with DAPI. Crypts are highlighted by white lines. Scale bars, 50 μm.

Supplementary Table S1. Gene sets for GSEA analysis. Sato et al.

**Supplementary Table S1. Gene sets for GSEA analysis. 

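The ISC signature and the YAP signature of Table S1 are lists of gene symbols without values. For GSEA, all genes are ranked by how strongly they differ between the clusters, and a running sum rises at each gene of the list and falls at each other gene; the enrichment score is its largest distance from 0. The lists share 7 genes. Of the 416 names read from the YAP list, 8 matched no deposited gene, which can come from the extraction of the printed table.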

Sato et al. (continue)**

Supplementary Table S2. Primers for qRT-PCR. Sato et al.

| Target       | Forward (5'-3')        | Reverse (5'-3')        |
|--------------|------------------------|------------------------|
| <i>Hprt</i>  | GACCTCTCGAAGTGTTGGATAC | CTTGCGCTCATCTTAGGCT    |
| <i>Olfm4</i> | GCCACTTTCCAATTTAC      | GAGCCTCTTCTCATACAC     |
| <i>Lgr5</i>  | GACAATGCTCTCACAGAC     | GGAGTGGATTCTATTATTATGG |
| <i>Fstl1</i> | CACGGCGAGGAGGAACCTA    | TCTTGCCATTACTGCCACACA  |
| <i>Atoh1</i> | GAGTGGGCTGAGGTAAAAGAGT | GGTCGGTGCTATCCAGGAG    |
| <i>Spdef</i> | TTGGATGAGCACTCGCTAGA   | AGCCGGTACTGGTGTTCTGT   |
| <i>Lyz1</i>  | GGAATGGATGGCTACCGTGG   | CATGCCACCCATGCTCGAAT   |
| <i>Defa6</i> | CCTTCCAGGTCCAGGCTGAT   | TGAGAAAGTGGTCATCAGGCAC |
| <i>Muc2</i>  | GTCCGAAGTGTTACCCTGGA   | CCAGGAGTGGAGAAGGTCAG   |
| <i>Mki67</i> | ATCATTGACCGCTCCTTTAGGT | GCTCGCCTTGATGGTTCCT    |

Supplementary Table S3. Primers for single cell qRT-PCR. Sato et al.

Supplementary Table S3. Sato et al. (Continue)

| Target        | Forward (5'-3')           | Reverse (5'-3')            |
|---------------|---------------------------|----------------------------|
| <i>Muc2</i>   | GTCCGAAGTGTTACCCTGGA      | CCAGGAGTGGAGAAGGTCAG       |
| <i>Atoh1</i>  | TCGTATCTCTGCCTCTGGTCT     | TTTGTGAGTGAGCGCAACAC       |
| <i>Olfm4</i>  | AGGCACTTCTTGGGCAGAA       | TGTCCACAGACCCAGTGAAAT      |
| <i>Lgr5</i>   | ACGCCTTTGGAAACCTCTCC      | CAGGCTGTGGAGTCCATCAAA      |
| <i>Msi1</i>   | GCCATGCTGATGTTTCGACAA     | CTACGATGTCCTCGCTCTCAA      |
| <i>Axin2</i>  | GATCCACGGAAACAGCTGAA      | AGCCGGAACCTACGTGATAA       |
| <i>Cd133</i>  | ATCGGGGAAACGAAGAAGTT      | ACAGCCGGAAGTAAGAGCAC       |
| <i>Sox9</i>   | AGTACCCGCATCTGCACAA       | GTCTCTTCTCGCTCTCGTTCA      |
| <i>Notch1</i> | GGACGGCGTGAATACCTACA      | GACATTCGTCCACATCCTCTGTA    |
| <i>Ascl2</i>  | CAGGAGCTGCTTGACTTTTCC     | GTAGGTCCACCAGGAGTCAC       |
| <i>Bmi1</i>   | GCAGCAATGACTGTGATGCA      | CAATGTCCATTAGCGTGTAGTAATCC |
| <i>Hopx</i>   | GTCTCACGGAGGAGCAGAC       | GTCCGTAACAGATCTGCATTCC     |
| <i>Lrig1</i>  | GCTCCACATACTCCCACAAA      | GATGGCAATGTCATGGGGTA       |
| <i>Ccnd1</i>  | CTCTCCTGCTACCGCACAA       | CTTGACTCCAGAAGGGCTTCA      |
| <i>Pcna</i>   | TGGACTIONAGATGTGGAGCAACTT | TTCACCCGACGGCATCTTTA       |
| <i>Gapdh</i>  | AGAGACGGCCGCATCTTC        | TTCACACCGACCTTCACCATT      |
| <i>Cdx1</i>   | GCTAACCTGGGGCTCACA        | GTGTGGGAGTGCCATCCA         |

How the deposited data were processed for this re-analysis (not part of the article)

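Single-cell RNA sequencing was analysed for 39 tdTomato-positive, Sca1-negative Lgr5-derivatives sorted 48 h after 10 Gy irradiation. The other experiments of the paper (flow cytometry, organoids, staining and targeted PCR of single cells) were not analysed here. The authors' methods state that libraries were made with the SMARTer and Nextera XT kits and sequenced as paired-end reads, and that expression values were extracted by Takara Bio. The authors deposited FPKM values and estimated counts for 25219 genes in each cell, of which 13459 genes were above 0 in a cell. The FPKM values were used as deposited. The estimated counts, which the authors did not normalize, were used for depth and, rounded, for thinning. No count model was fitted, because the cells are not replicates and no animal is named for any cell. All value columns belonged to 1 of the 39 cells.

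Full-length libraries of single cells without molecular identifiers are affected by amplification, so a count is not a number of molecules. A transcript lost before amplification appears as 0, and a cell with fewer genes detected has lower mean log2 values for moderately expressed genes. Estimated counts can also be divided between genes with similar sequence. FPKM divides by a total per cell that exceeds the sum over genes, and the share of that total on genes differed between cells, from 33.4% to 95.2%.

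The cluster of each cell was read from the printed labels of Fig. 6A, and the colours of the heat map were compared with the values only after the results had been seen. For that comparison, the lines of the heat map were matched to genes of the ISC signature from the other columns (correlation of at least 0.8). The reading of the labels, the gene lists, the markers, the rule for named genes, the settings and the alternatives of the main results were chosen before the data were examined. Named genes were those the text of the paper names for this experiment, Ly6a (which encodes Sca1), and the 5 genes in each direction with the largest difference outside the ISC signature, with a mean of at least 10 FPKM in the higher cluster and detection in at least 50% of its cells. Expression was taken as log2(FPKM + 1), with a pseudocount of 1 FPKM. Enrichment scores were the exception: their signal-to-noise ratios used FPKM without a log. Genes with a mean of at least 1 FPKM over 37 cells (9676 genes) were used for lists. Random lists were matched on mean expression in 20 bins, and not on how strongly the genes of a list vary together. The ISC and YAP lists came from Supplementary Table S1. The lists for DNA replication, the mitotic cell cycle and mRNA splicing came from mouse Reactome as distributed with an R package. A list of 16 p53 target genes was written by hand. The PID MYC list, the MSigDB release of the paper and the published Lgr5 and Paneth cell lists behind the Venn diagram were not used here, so the number of genes in that diagram was not recomputed.

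Depth was between 398418 and 3903971 estimated counts on genes per cell, with a median of 3089188. With 22 and 15 cells, a gene seen in 0 cells of a cluster could still be detectable in up to 15.4% of cells in Cluster 1 and 21.8% in Cluster 2 (exact 95% intervals, counting error only). Alternatives were a pseudocount of 0.1 FPKM, no filter or a filter at 10 FPKM, cells rescaled to the same sum, cells matched on the number of genes detected within 10%, clusters from a new clustering of all 39 cells, the log2 ratio of mean FPKM, other detection limits, thinning to 600000 reads (which left out 1 cell), and other linkages and genes for the grouping.

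Doublets were not called, since the methods state that capture sites were inspected under the microscope. The steps were tested on simulated data. Counts were drawn from the means and library sizes of the real cells, with 200 of 9676 genes raised by 1.5 on the log2 scale in Cluster 1. A planted list of 70 changed genes lay at percentile 100 of the random lists, and 11 of 200 lists of unchanged genes (5.5%) fell outside the central 95%. Each gene was simulated independently of the others. This share therefore does not hold for real lists whose genes vary together from cell to cell. Grouping did not recover this planted change: 20 of 37 cells with complete linkage and 23 with Ward linkage were in their planted group. With a stronger plant, chosen after that outcome, in which the genes also had more reads in Cluster 1 and were detected in fewer cells of Cluster 2, all 37 cells were recovered with both linkages. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0.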

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

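The tests on the cells missing from Fig. 6A and on Ly6a, and the recomputation of the p53 list under other settings, were chosen after the results had been seen. The list of p53 targets and the other tests on it were fixed earlier.

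The 2 cells that were not found in Fig. 6A, 9 and 79, are data the paper does not report on. The printed labels of cells 5 and 9 are hard to tell apart, but the colours of that column had a correlation of 0.994 with the values of cell 5 and of -0.0336 with those of cell 9. Cell 9 had 2287 genes at 1 FPKM or more and cell 79 had 2335, and both had fewer genes than every cell of the figure, where the lowest had 2988. The number of absent cells with fewer genes than all others was thus 2 of 2, in line with cells left out for a low number of genes detected. The paper states no such filter, and the test does not exclude another reason. In cell 79, Fabp1 was at 40997 FPKM, against at most 1095 FPKM in the cells of the figure. Of the tuft cell genes, Trpm5 was at 181 FPKM, above the 11.0 FPKM of the highest cell of the figure. Rgs13 (1368 FPKM), Avil (386 FPKM) and Dclk1 (105 FPKM) lay below the highest cells of the figure, at 3217, 1162 and 222 FPKM. Cell 96 of Cluster 2 had 5 tuft cell markers at 10 FPKM or more and cell 79 had 4, so such a profile is not particular to the cells left out. In cell 9, markers of several lineages lay above the highest cell of the figure: Zg16 at 1402 FPKM (highest cell 310.3 FPKM) and Clca1 at 29.2 FPKM (2.31 FPKM) of goblet cells, Alpi at 282 FPKM (2.14 FPKM) of enterocytes and Smoc2 at 612 FPKM (249.7 FPKM) of stem cells. Defa24 of Paneth cells, at 3305 FPKM, lay below it (8338 FPKM), and 7.59% of the counts lay on the ribosomal RNA gene Rn45s. No biological explanation was tested for these cells, and the genes named in them were chosen after their values were seen.

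The p53 target genes, which the paper does not discuss, were higher in Cluster 2. The median difference in mean log2(FPKM + 1), Cluster 1 minus Cluster 2, was -1.14 over 15 genes, below all 10000 random lists (central 95% from -0.18 to 0.78), and 13 of the 15 were higher in Cluster 2. Cdkn1a had a mean of 40.9 FPKM in Cluster 1 and 128 FPKM in Cluster 2, Ccng1 43.8 and 160.4 FPKM, and Perp 77.5 and 137 FPKM. A lower number of genes detected in Cluster 2 would lower most genes there, which is the opposite direction, and with 11 cells of each cluster matched on genes detected the median difference was -1.45, so the tables argue against library quality. Fewer dividing cells in Cluster 2 was tested among cells at 1 FPKM or more of Mki67 (18 and 9 cells), where the median difference was -0.98, outside the random range of -0.36 to 0.68. Under the alternatives the difference ranged from -1.45 to -0.50, each below its random range. A candidate explanation is a stronger p53 response to irradiation in the cells of Cluster 2. This is a hypothesis found and tested on the same cells, which were treated as 1 biological sample. Unirradiated cells were not analysed here, so the dependence on irradiation was not tested, nor were gene length, GC content or a difference between animals.

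Ly6a RNA, which encodes the Sca1 protein the cells were sorted against, was at 1 FPKM or more in 4 of 15 cells of Cluster 2 and in 0 of 22 cells of Cluster 1. Cell 34 had 509 FPKM from 1942 counts and cell 5 had 477 FPKM from 1620 counts, while cells 2 and 43 had 3.44 and 1.26 FPKM, from 11 counts and 1 count. Reads carried over from a single source library would leave the other cells far below the source, but the second highest cell had 93.8% of the level of the highest, which argues against this for cells 34 and 5. Whether they were pairs of cells in 1 capture site was not decided. The Ly6a-positive cells had a median of 4969 genes, above the upper quartile of 4305.5 in the other cells of Cluster 2. The cells with a strong signal, 34 and 5, had 4995 and 4574 genes. Their median of 4784.5 was also above that quartile, which goes with pairs of cells, but below the upper quartile of 4852 in the Ly6a-negative cells of both clusters, so single cells reach these numbers too. RNA without surface protein, or an imperfect gate, was not tested. Of the biological explanations the design names none, as all cells share 1 condition.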

How the results depend on the processing

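The grouping on variable genes with Ward linkage and all alternatives for the p53 targets were chosen after seeing the data; the other alternatives were fixed earlier. Cells treated as 1 biological sample give no test. A value therefore counts as moved when it kept its sign and changed by more than a spread. This spread was that of random lists (1 SD), the SD over cells or the binomial interval. A value counts as reversed whenever its sign changed, however small it was. No paired analysis was possible because no animal is named for any cell and all cells share 1 condition. Of the 92 recomputed values of the main comparisons, 52 stayed within that spread, 36 moved and 4 reversed. Of 37 others (enrichment scores and the p53 targets), 33 stayed within it and 4 moved. For the differences of single genes the SD over cells was wide, from 1.46 for Cd81 to 2.75 for Prom1. Cd164 went from 2.42 to 0.33 with the log2 ratio of mean FPKM and still counted as within it. For such genes, staying within the spread therefore does not show stability. The same holds for enrichment scores, because random lists have scores of both signs and their SD is wide.

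The ISC and YAP signatures, DNA replication, the mitotic cell cycle and mRNA splicing (a list the paper does not use in its GSEA) kept their direction under all 7 alternatives, and of these only DNA replication entered its random range: with the log2 ratio of mean FPKM it was 0.19, at percentile 94.4. With that ratio the ISC signature was at 0.93, the YAP signature at -0.80, the mitotic cell cycle at 0.37 and mRNA splicing at 0.42. A pseudocount of 0.1 FPKM gave 0.96 for the ISC signature, -0.39 for the YAP signature, 0.95 for DNA replication, 0.91 for the mitotic cell cycle and 1.09 for mRNA splicing. Without a filter, where more genes near 0 enter each list, the values were 0.36 for the ISC signature, -0.15 for the YAP signature and 0.51 for the mitotic cell cycle; with a mean of at least 10 FPKM they were 1.54, -0.67 and 0.69, and 0.73 for DNA replication. Rescaling each cell to the same sum gave 0.76 for DNA replication, 0.65 for the mitotic cell cycle and 0.88 for mRNA splicing. With cells matched on genes detected, the values were 0.60 for the ISC signature, -0.49 for the YAP signature, 0.52 for DNA replication and 0.34 for the mitotic cell cycle. With clusters from a new clustering of all 39 cells, which placed cells 9 and 79 in Cluster 2, DNA replication was at 0.99, the mitotic cell cycle at 0.76 and mRNA splicing at 1.10. Except for the filter, whose effect follows from the genes it keeps, the cause was not tested.

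For single genes, Cd81, Cd164 and Cd320 kept their direction under all 5 alternatives. Cd81 ranged from 0.52 to 1.64, Cd164 from 0.33 to 3.21 and Cd320 from 1.93 to 3.21. The lowest value of Cd164, against 2.42 in the main setting, came with the log2 ratio of mean FPKM. Cd44 reversed to 0.13 with the new clustering, a change that follows from the added cells 9 and 79. Prom1, at -0.01 in the main setting, reversed to 0.25 with a pseudocount of 0.1 FPKM, to 0.067 with rescaled cells and to 0.17 with the new clustering, and its lowest value was -1.22. All of these changes lie within the SD over cells (2.11 for Cd44 and 2.75 for Prom1), so no direction is called for either gene. For Prom1 the cause was not tested. Shares of cells depended on the detection limit. The share for Lgr5 rose to 81.8% in Cluster 1 and 73.3% in Cluster 2 at any value above 0, and was 50% and 60% after thinning. For Mex3a the share in Cluster 1 was 0% at 5 FPKM or more, below the 13.3% of Cluster 2, but at any value above 0 and after thinning it was 27.3% and 22.7%, above the 20% of Cluster 2. The difference in genes detected per cell stayed between 435.5 and 624.5 under its 3 alternatives.

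The grouping depended on the scale, the distance and the genes. As a baseline, a single group of all cells would give 22 of 37 cells as in Fig. 6A. Ward linkage gave all 37 cells as in Fig. 6A, but average linkage on the Pearson correlation gave 24, a pseudocount of 0.1 FPKM gave 20 (both as groups of 35 and 2 cells), and the 500 most variable genes outside the ISC signature gave 27, or 28 with Ward linkage. The cause was not tested. Depth limits statements on weakly expressed genes such as Lgr5 and Mex3a, and the 22 and 15 cells limit the precision of each share.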

Differences from the paper's values

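The values of the paper that were also computed here are the number of cells and the enrichment scores of its lists. In the main setting, none of them differed beyond the spread. The enrichment scores were 0.482 for the ISC signature (about 0.44 in Fig. 6D, read by eye), 0.342 for DNA replication (about 0.45 in Fig. 6F, read by eye), 0.365 for the mitotic cell cycle (about 0.40 in Fig. 6G, read by eye) and -0.445 for the YAP signature (about -0.40 in Fig. 6H, read by eye). For the spread of an enrichment score, the SD over random lists was used, which is wide (0.168 for DNA replication). Random lists have scores of both signs, which widens this SD, so a difference within it does not show close agreement. Under the alternatives, only the mitotic cell cycle with cells matched on genes detected, at 0.285, differed from the paper's value by more than that spread. The Reactome lists are of another release than the paper's.

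Some statements of the paper are not matched by the values. The paper states that Mex3a mRNA was not found in these cells; it was at 1 FPKM or more in 5 of 37 cells, at 10.4 FPKM in the highest. At 5 FPKM or more it was absent from Cluster 1 and present in 2 cells of Cluster 2. The paper describes the top-ranked biological processes as all related to proliferation. The ranking by median difference is another measure than that of the paper, and it was not adjusted for mean expression. In it, DNA replication, RNA processing and RNA splicing took places 1 to 3. Places 6 to 8 were mRNA processing, chromosome segregation and mitotic nuclear division. Osteoblast differentiation was in place 10 (0.49). Cell cycle was in place 18, though at 0.35 it lay above its random range of 0.16 to 0.32. The paper describes DNA replication as enriched in Cluster 1 by GSEA; the enrichment score here lay at percentile 96.4, inside the central 95% of random lists (-0.233 to 0.351), which is another comparison than the permutations of the paper. It also lay inside without a filter, with rescaled cells and with cells matched on genes detected, and outside with a mean of at least 10 FPKM (0.401) and with the new clustering (0.403). The median difference of the list in mean log2(FPKM + 1), 0.64, lay outside its random range in the main setting. The score, in contrast, ranks genes on FPKM without a log. The paper took cells as replicates in its tests of surface molecules, whereas no test was made here.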

Other observations

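The test for reads carried over between libraries and the tests for the main comparisons were fixed before their results were seen; the rule of 3 markers at 10 FPKM for counting cells of a lineage, and which lineages to name, were set after values had been seen, as was the recomputation of Cd81 without its lowest cells.

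The cells of Cluster 2 had fewer genes detected, so library quality was tested as an explanation of the main comparisons, with 11 cells of each cluster matched on genes detected. The median difference was -0.49 for the YAP signature and 0.52 for DNA replication, each outside its random range. These values argue against a lower number of genes as the whole cause for these lists. For Cd81 library quality stays open: the matched difference of 1.26 lay within the SD over the matched cells (1.82) and rested on cells 43 and 63, at 5.82 and 11.0 FPKM. Without cell 43, which had the fewest counts of the figure (661255), it was 0.79, and without both it was 0.30. For the ISC signature the matched value was 0.60, but the clusters were formed on these genes and differ in them by construction, so library quality stays open there. That the cells had been grouped on the same genes was tested by splitting the ISC signature into 2 equal parts, and in 61 of 94 splits (6 of 100 set a single cell apart and were left out) the part not used for grouping still lay above the random lists. Grouping on one part placed a median of 30 of 37 cells as in Fig. 6A, and as few as 19, the lowest value this count can take.

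Whether cells with Ly6a or Clu carry the lower YAP signature in Cluster 1 was tested without the cells at 1 FPKM or more of either gene, which left out 8 of the 15 cells of Cluster 2 and 2 of Cluster 1. The difference was -0.059, below its random range of 0.13 to 0.36 (median 0.27), and over all cells it was -0.30 with a random median of 0.10. These cells alone thus do not account for the difference. The medians of the random lists changed too, so the values -0.059 and -0.30 are not on one scale.

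Markers of differentiated lineages were common in both clusters. At least 3 of 7 Paneth cell markers were at 10 FPKM or more in 13 of 22 cells of Cluster 1 (59.1%, 95% interval 36.4 to 79.3) and 10 of 15 cells of Cluster 2 (66.7%, 38.4 to 88.2). For goblet cell markers this held in 2 and 4 cells, for tuft cell markers in 0 and 1, and for enterocyte markers in 10 and 7. Markers of endocrine, immune and stromal cells reached it in 0 cells of both clusters. Stem cell markers did so in 17 and 2 cells, which follows in part from the grouping, and markers of dividing cells in 20 and 9. Without the cells that met the rule for Paneth, goblet or tuft markers, 8 and 5 cells were left, and the ISC signature differed by 0.86 (random range -0.32 to 0.46). As the clusters were formed on this signature, a difference was bound to remain, and the value does not decide whether secretory or tuft cells contribute to it.

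Low levels of genes that are high in single cells could come from reads carried over between the pooled libraries. Among 148 genes with most of their reads in 1 cell, the share of other cells with a read was 15.3% in the group of genes with the most reads and 6.42% in the group with the fewest, a ratio of 2.38. This lies between the values set in advance for carry-over and against it, so carry-over and weak expression cannot be told apart for these genes. For the same reason a Paneth cell marker at a low level may not be expression of that cell.

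Outside the ISC signature, the largest differences in mean log2(FPKM + 1) towards Cluster 1 were those of Prim1 (3.46), Dek (3.40), Parp1 (3.37), Ddx1 (3.34) and Ptcd2 (3.31). Towards Cluster 2 they were those of S100a6 (-4.50), Anxa2 (-3.10), Gsta3 (-3.08), Cdkn1a (-3.07) and Ddit4l (-3.02). Dek was detected in 22 of 22 cells of Cluster 1 and 10 of 15 cells of Cluster 2, and S100a6 in 8 and 14 cells. These are values of cells treated as 1 biological sample, without a replicate check, and no explanation was tested for them.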
